# Senescent *Eimeria acervulina* Oocysts Maintain Transcriptional Activity During Extended Refrigerated Storage and Differentially Express Characteristic Genes

**DOI:** 10.3390/microorganisms14051116

**Published:** 2026-05-14

**Authors:** Matthew S. Tucker, Doaa Naguib, Celia N. O’Brien, Christina Yeager, Benjamin M. Rosenthal, Mark C. Jenkins, Asis Khan

**Keywords:** *Eimeria*, RNA sequencing, *Cyclospora*, viability, oocyst, senescence, detection, food safety, vaccine

## Abstract

Enteric coccidian parasites harm agriculture and human health. Infectious, sporulated parasites eventually senesce. Here, we examined transcriptional changes in sporulated oocysts of *Eimeria acervulina* stored for 4–30 months at 4 °C. Precipitous decline in RNA abundance and transcription followed an interval of stability. Sixty constitutively expressed genes each contributed > 1000 transcripts per million (TPM) throughout, including a serine protease inhibitor, surface antigen genes, a cation-transporting ATPase, an oocyst wall protein, a zinc finger DHHC domain-containing protein, and highly expressed hypothetical proteins with no known function. Strikingly, ~82% of 6867 annotated genes underwent differential expression when comparing freshly sporulated parasites to those held for 30 months; nearly one-third of these underwent significant expression change. In freshly sporulated oocysts, 86 significantly DEGs exceeded 1000 TPM; these encoded heat shock proteins, lactate dehydrogenase, glucose-6 isomerase, and various hypothetical proteins. The oldest parasites expressed 66 DEGs, including many ribosomal subunits, a haloacid dehalogenase-like hydrolase domain-containing protein, and various hypothetical proteins. Taken together, these findings helped us to identify markers of mature parasites that remain relatively abundant in the transcript pool as oocysts age and identify other transcripts (e.g., ribosomal RNA) that increase in their relative abundance even as RNA abundance declines in senescent parasites.

## 1. Introduction

Coccidia cause enteric disease in people (i.e., *Cyclospora cayetanensis*), and closely related apicomplexan parasites cause poultry coccidiosis causing an estimated USD 14 billion in economic harm annually [1]. One of seven species of *Eimeria* typically causes this disease in chickens; each infects distinct regions of the intestinal tract. Among these species, *E. maxima*, *E. tenella*, and *E. acervulina* impose a huge economic burden on the poultry industry globally [2]. Control of poultry coccidiosis involves vaccines incorporating low doses of live, precocious oocysts, consisting of multiple species [2,3,4]. There has been renewed interest in the application of live oocyst vaccines in commercial broilers, prompted by recent regulatory actions that prohibit certain antibiotic growth promoters and the growing global consumer demand for reduced pharmaceutical use in animal husbandry. However, the successful implementation of an immunization program using live oocyst vaccines necessitates the development of a consistent vaccine formulation based on viable sporulated oocyst counts. The absence of precise tools for conducting viability assays significantly impedes the effectiveness of these immunization programs.

Coccidian parasites are passed from their hosts as unsporulated oocysts; these must undergo development (sporulation) to become infectious [5]. Sporulation varies with environmental conditions including temperature, oxygenation, and humidity. Sporulation rates vary among species; under optimal laboratory conditions, most mature by 48 h [6,7,8]. *E. acervulina* can become infectious in as few as 7 h [8]. *C. cayetanensis*, by contrast, requires up to 2 weeks to completely sporulate [9].

Few studies have examined the transcriptomes of sporulating oocysts of *Eimeria;* none yet exist for *C. cayetanensis*. We previously employed RNA sequencing (RNA-Seq) to characterize sporulation in *E. acervulina* [10] and *E. tenella* (unpublished data), two strains of *E. maxima* differing in their pathogenicity [11]; doing so identified highly expressed genes throughout sporulation in one or more parasite species. We also identified genes that undergo differential expression as oocysts mature. Such biomarkers may prove useful in distinguishing non-viable from viable oocysts and complement emerging techniques (e.g., AI viability assessment of coccidian oocysts [12]), assisting diagnostic, public health, and vaccine assessments. As a model, these data also provide guideposts for predicting genes that may similarly govern maturation in *C. cayetanensis*, because many of the genes orchestrating development in species of *Eimeria* have direct homologs in this human parasite. Thus, illuminating such developmental processes promotes the goals of animal health and food safety.

Here, for the first time, we examined gene expression in aging coccidian parasites. We were motivated to understand regulators of extrinsic development whose disruption might slow or stop development to the infectious state. Doing so would benefit public health surveillance and livestock husbandry. We also hoped to identify biomarkers characteristic of dying and dead parasites and elucidate transcriptional pathways differentiating non-viable from viable oocysts. To do so, we took advantage of sporulated parasites held at room temperature, and at 4 °C, for over 30 months. We previously documented when each species loses infectiousness (by assaying them at 3-month intervals via in vivo infection and in vitro excystation) [13], finding that in vitro excystation did not correlate consistently with oocyst infectivity. This work established that *E. tenella* and *E. maxima,* held at 4 °C, lose the ability to infect chickens after 9 and 12 months, respectively, but that *E. acervulina* remains infectious through 27 months.

We analyzed the pool of transcripts in these successively older cohorts of sporulated *E. acervulina* oocysts, stored at 4 °C. We compared the transcriptomes of aged cohorts to one another and to freshly propagated sporulated and unsporulated oocysts. We included oocysts stored from 4 to 30 months, knowing that the oldest cohort (30 months) failed to infect chickens when administered at doses previously reported [13]. Guided by previous RNA sequencing of *E. acervulina,* we aimed to examine how previously posited biomarkers are expressed while oocysts decay and illuminate, more generally, the transcriptional dimensions of senescence.

## 2. Materials and Methods

### 2.1. Ethics Statement

Chickens were used to produce fresh oocysts of *E. acervulina* following protocol 25-05 approved by the BARC Institutional Animal Use and Care Committee, United States Department of Agriculture. We examined cohorts of aged oocysts stored at 4 °C as previously described [13]. The chickens utilized in experiments exhibited no outward signs of severe disease over the course of the study. After each experiment’s conclusion, chickens were humanely euthanized, and all efforts were made to minimize animal suffering.

### 2.2. Parasites

To obtain fresh oocysts, we employed methods described in [13]. Chickens (HR708 broilers, Longneckers Hatchery, Elizabethtown, PA, USA) were infected with 1.5 × 10^5^ sporulated oocysts of *E. acervulina*. On day 6 post-inoculation, feces from the birds were collected. Unsporulated oocysts were isolated from chicken feces via flotation on a saturated salt solution and then washed 3–4 times with water. The final oocyst preparation was resuspended in 2% *v*/*v* potassium dichromate (Sigma Aldrich, St. Louis, MO, USA) in a sterile 1 L flask. An aliquot of unsporulated oocysts was reserved and then processed as described below. To obtain freshly sporulated oocysts, unsporulated oocysts were incubated in a 29 °C shaking water bath aerated using an aquarium pump for 24 h.

The aged *E. acervulina* oocysts (from 4 to 30 months) utilized in this study were originally reported in [13]; these were propagated, processed, and sporulated as described above, followed by storing in 500 mL bottles containing 2% (*v*/*v*) potassium dichromate at 4 °C.

We selected several parasite cohorts for this study: freshly isolated, unsporulated oocysts (denoted here as unsporulated) and sporulated oocysts (denoted here as 0 months), and seven batches of aged parasites held at 4 °C. The aged parasite cohorts were held for 4, 8, 13, 18, 25, 29, and 30 months prior to RNA extraction. For each oocyst cohort, aliquots were removed from storage containers and transferred to 50 mL centrifuge tubes. Oocysts were centrifuged at 2400× *g* for 5 min at 4 °C and washed with deionized water to remove excess potassium dichromate. The oocysts were then incubated with 6% sodium hypochlorite for 15 min with rocking agitation at room temperature to remove exogenous microbial contaminants. After bleach treatment, samples were washed several times with deionized water to remove residual bleach. Oocysts were enumerated by microscopy using a hemacytometer. Each cohort contained at least 2 × 10^6^ oocysts at the end of the procedure. After washing, oocysts were resuspended in TRIzol (Thermo Fisher Scientific, Waltham, MA, USA) and frozen at −80° C.

### 2.3. Microscopy

Oocysts were examined via microscopy for morphological changes throughout storage at 4 °C. Prior to taking photomicrographs, aliquots of oocysts were transferred into a 1.5 mL microcentrifuge tube and centrifuged at 8000 rpm for 2 min. The oocyst pellets were washed twice with water to remove excess potassium dichromate, and the final pellets were resuspended in 100–200 µL water before visualization. Images of representative oocysts at each time point were captured at 1000× total magnification using a Leica DM750 compound microscope (Leica Microsystems Inc., Deerfield, IL, USA) fitted with a Path4K camera and InFocus software version x64, 4.12.24100.20231210 (I. Miller Microscopes, Feasterville, PA, USA).

### 2.4. Sample Preparation for RNA-Seq

Oocysts frozen in TRIzol were thawed on ice and transferred to a 15 mL Wheaton Potter-Elvehjem Tissue Grinder tube (DWK Life Sciences Millville, NJ, USA). Each cohort was processed separately. The suspension was ground using a Teflon pestle attached to a Wheaton overhead stirrer in a total volume of 1.5 mL for 5 cycles of 25 grinds each. The samples were periodically examined by microscopy to monitor the progress of oocyst and sporocyst breakage. Homogenates were transferred into 2 mL RNase-free microcentrifuge tubes and centrifuged at 10,000 rpm for 10 min at 4 °C. The supernatants were transferred to new tubes and mixed with 0.3 mL chloroform, then incubated at room temperature for 3 min. The tubes were centrifuged at 13,500× *g* for 15 min at 4 °C. The upper phase was transferred into a new 1.5 mL RNase-free microcentrifuge tube and mixed with 0.5 mL isopropanol. Tubes were centrifuged at 12,000× *g* for 10 min at 4 °C, after which supernatants were decanted. Pellets were resuspended in 1 mL of 75% ethanol, and tubes were centrifuged at 7500× *g* for 5 min at 4 °C. The supernatant was removed, and the wash was repeated two more times. RNA pellets were resuspended in molecular grade DEPC-treated water.

Total RNA was quantified using a Qubit 3.0 fluorometer and a Qubit RNA High Sensitivity kit (Thermo Fisher Scientific), and the quality (RNA Integrity Number [RIN]) was assessed using a Bioanalyzer 2100 with software version B.02.12 (SR2) and RNA 6000 Nano kit (Agilent Technologies, Santa Clara, CA, USA) as well as a Tapestation 4150 with software version 4.1.1 and High Sensitivity RNA Screen Tape and reagents (Agilent Technologies). The RNA samples were frozen at −80°C until further use. Total RNA was DNase-treated with an Invitrogen Turbo DNA-free kit (Thermo Fisher Scientific). Owing to low RNA yields, we pooled multiple batches at times to ensure adequate concentrations of DNase-treated RNA for performing replicate RNA-Seq assays. Pooled DNase-treated RNA for each cohort was checked again by Qubit and Tapestation/Bioanalyzer prior to sequencing. RIN values of such RNA pools mirrored their values prior to pooling.

### 2.5. cDNA Library Construction and RNA-Seq

Library construction and RNA-Seq followed previous methods [11], with some exceptions. For each developmental stage and age cohort, coding mRNA libraries were produced from each of three technical replicates of oocysts. Approximately 200 ng of total RNA was used as input with the Illumina Stranded mRNA Prep ligation kit (Illumina, San Diego, CA, USA) to prepare double-stranded cDNA libraries. Three cDNA libraries were produced from each starting RNA sample. In most libraries (except those prepared from RNA extracted at 0 (unsporulated and sporulated oocysts), 4, and 8 months), unbound Illumina adapter fragments (~150 bp) were abundant. To remove these, we employed size selection through gel electrophoresis and compartment elution, using a Blue Pippin instrument (Sage Science, Beverly, MA, USA). Specifically, we used 2% agarose gel cassettes, dye free with internal standards, to select 200–600 bp fragments.

The final cDNA libraries for each replicate were quantified using a Qubit dsDNA High Sensitivity kit (Thermo Fisher) or Tapestation High Sensitivity DNA ScreenTape and reagents (Agilent Technologies), and the size distribution of libraries was characterized by using a Bioanalyzer 2100 High Sensitivity DNA kit (Agilent Technologies) and Tapestation High Sensitivity DNA ScreenTape and reagents. The average library size ranged from 324 to 379 bp among the samples; samples were normalized for stoichiometric balance. Blue Pippin size selection reduced library molarity (minimum library concentration = 56 pM) compared to RNA preparations (from cohorts 8 months or younger) requiring no such step. All libraries were then sequenced on an Illumina MiSeq (Illumina, San Diego, CA, USA). The indexed, pooled libraries were first run on a 300-cycle Illumina MiSeq Reagent Nano Kit v2 nano (151 × 2 paired-end reads) at 6 nM loading concentration, to check read distribution; then, a final run utilized a 600-cycle MiSeq Reagent Kit v3 at 15 pM loading concentration.

After the run, paired-end sequencing reads were imported into Geneious Prime 2024.07 (Biomatters Inc. Ltd., Auckland, New Zealand), followed by both quality-trimming and adapter-trimming using the package BBDuk (version 38.84) [11]. The trimmed reads were aligned with the *E. acervulina* Houghton reference strain (annotated NCBI assembly EAH001 [14]) using the Geneious RNA mapper (https://www.geneious.com). The expression for each mapped sample was estimated as transcripts per million (TPM), calculated by Geneious as (CDS read count × mean read length × 10^6^)/(CDS length × total transcript count). Data tables with raw mapped read counts, nucleotide and protein sequences, and TPM per gene were exported from Geneious as .csv files and further analyzed in Microsoft Excel (Redmond, WA, USA) to calculate descriptive statistics of mapped reads and TPM for the sample replicates. Data analysis and visualization were aided by Daniel’s XL Toolbox add-in for Excel, version 7.3.4, by Daniel Kraus, Würzburg, Germany (www.xltoolbox.net).

### 2.6. Comparing Gene Expression Among Oocyst Cohorts

Correlation (Pearson’s) of the normalized RNA-Seq mapped reads (log_2_ transformed) among age cohorts and replicates was depicted as a heatmap constructed in RStudio 2024.04.2 Build 764 (R version 4.4.2) using the packages ggplot2 version 3.5.1 [15] and reshape2 version 1.4.4 [16]. To examine variance in transcribed genes, mean TPM for each gene in each of three technical replicates was calculated and imported into RStudio. A filter retained genes with >0.01 TPM in all cohorts; TPM was then log_2_ transformed before calculating variance. The top 50 genes were selected to display in a heatmap. To visualize hierarchical clustering, heatmap.2 (gplots version 3.1.3.1 [17]), pheatmap version 1.0.12 [18], and ComplexHeatmap version 2.20.0 [19] packages in R were used to represent the matrix of Euclidean distances.

### 2.7. Differential Gene Expression Through Time

We used the DESeq2 package [20], as implemented in Geneious Prime 2024.07 (https://www.geneious.com), to estimate pairwise differential gene expression in 0- and 30-month oocyst cohorts, incorporating three technical replicates per group. Data were exported from Geneious as .csv files and gene log_2_ ratios; adjusted *p*-values were used for downstream analyses. We used thresholds of >1.5 or <−1.5 log_2_ fold change (FC) with an adjusted *p*-value < 0.05 to identify significantly differentially expressed genes (DEGs). Differential expression could not be determined for some of the 6867 annotated genes, because DESeq2 [20] does not return log_2_ FC and adjusted *p*-values when all replicates have zero read counts for a gene (this occurred for 508 genes). Adjusted *p*-values were also not determined for some genes that did have log_2_ FC because a gene was filtered by automatic independent filtering for having a low mean normalized read count (an additional 737 genes). Volcano plots depicting the log_2_ FC vs. −log_10_ adjusted *p*-values (Adj. *p*-value) for DEGs were constructed in the R package Enhanced Volcano version 1.22.0 [21]. Correlation plots comparing log_2_ FC of DEGs between strains were constructed in the R package ggplot2.

### 2.8. Homology Searching and Functional Genomics Analysis

Functional information on genes of interest was derived from the annotations available for the *E. acervulina* Houghton reference strain in NCBI (assembly EAH001) and ToxoDB v68 [22] (www.toxodb.org, accessed 22 February 2026). To elucidate the additional functions of genes, we utilized the functional analysis module in OmicsBox 3.2.4 (BioBam Bioinformatics, Valencia, Spain). Our Blast2GO® [23] (https://www.biobam.com/omicsbox/, accessed 11 April 2026) workflow (for Phylum Apicomplexa or *Eimeria* spp.) and settings were previously described in [11]. Additionally, the eggNOG mapper (evolutionary genealogy of genes: Non-supervised Orthologous Groups; version 2.1.0 with eggNOG 5.0.2 [24]) inferred the orthology relationships, gene evolutionary histories, and functional annotations to improve the Blast2GO® sequence characterization. We used KEGG (Kyoto Encyclopedia of Genes and Genomes [25]) in the pathway analysis settings, which enabled biochemical pathway enrichment analysis, linking pathways via Enzyme Commission (EC) numbers. The Blast2GO® results and lists of GO annotation terms and KEGG pathways were exported from OmicsBox and analyzed further in Microsoft Excel. Additional information for gene homologs and orthologs/paralogs and KEGG pathways (exact EC matches only) was found by searching the data sets in ToxoDB.

### 2.9. Quantitative PCR and Digital Quantitative PCR to Validate RNA-Seq

We employed real-time quantitative PCR (qPCR) and digital PCR (dPCR) to validate estimates of gene expression from genes selected either for their strong, constitutive expression (*EAH_00004110*) or because of their markedly distinct relative abundance in the transcript pools derived from new (0 month) or old (30 month) cohorts of sporulated oocysts (*EAH_00020350*, *EAH_00049190*). To do so, we prepared individual qPCR reactions using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad, Hercules, CA, USA), with 200–300 nM of each primer (Table S1), and 1 µL of diluted double-stranded cDNA sequencing library to a total volume of 10 µL. All primers (Table S1) were designed using NCBI Primer-BLAST [26] (https://www.ncbi.nlm.nih.gov/tools/primer-blast/, accessed 3 May 2024) and synthesized by Integrated DNA Technologies (Coralville, IA, USA). cDNA template was derived from the sequencing library prep described above. The 30-month sample had undergone Blue Pippin purification. Beta tubulin expression (*EAH_00006010*) served as a reference to normalize expression of other assayed transcripts. On each assay plate, we included triplicate reactions of the target gene and for Beta tubulin for each technical replicate of RNA prepared from 0-month and 30-month cohorts. Gene expression was estimated for Beta tubulin and target genes after averaging the mean Cq values for each technical replicate. The fold change (FC) in expression between 0- and 30-month cohorts was estimated using an efficiency-corrected relative expression method [27]. The log_2_ FC of genes between groups by RNA-Seq (determined by DESeq2) was then compared to the log_2_ expression determined from qPCR (mean of three trials).

Digital qPCR utilized the cDNA templates described above and included the additional cohorts 25 and 29 months. Individual digital qPCR reactions were prepared with 3X QIAcuity EvaGreen Mastermix (Qiagen, Germantown, MD, USA) using 0.4 μM of each primer and 2 µL diluted cDNA in a total volume of 40 µL. Reactions were carried out on a QIAcuity One digital PCR instrument (Qiagen) using reaction conditions of an initial denaturation at 95 °C for 2 min, followed by 40 cycles of denaturation at 95 °C for 15 s, annealing at 60 °C for 15 s and extension at 72 °C for 15 s, with a final incubation at 40 °C for 5 min. Absolute expression graphs depicting partition amplification and thresholds were set automatically by the QIAcuity software suite version 3.2. The nano-partitions were identified as positive or negative according to the fluorescence intensity values. The proportion of positive partitions determined the copy number by applying Poisson statistics in the QIAcuity software as described by [28]. The total number of copies of the target molecule in all valid partitions (λ) = −ln (Number of valid partitions − number of positive partitions/Number of valid partitions). The total number of copies of the target molecule in all valid partitions = λ × number of valid partitions. The copies per microliter (copies/µL) can be calculated by λ/V (estimated partition volume) [µL], with results expressed as absolute copies per microliter of reaction volume. The mean copy number of each gene was derived from the QIAcuity software. We express here the mean copy number from 2–3 replicates per cohort.

## 3. Results

### 3.1. Microscopic Examination of Aging Oocysts

We examined parasite cohorts through time to identify morphological features of senescence. We noticed the accumulation of abnormal oocysts (e.g., containing granular structures, as reported in [12]) as early as 4 months into storage at 4 °C (Figure 1). In almost every sample, oocysts typical in appearance (with non-degraded sporozoites and absence of granular structures) also occurred; however, such typical oocysts decreased in abundance with cohort age. Additionally, sporozoite shrinkage and condensation were evident in aging parasites; after 6 months of storage, sporocyst degradation was also evident (Figure 1). At each time point thereafter, deformities became increasingly evident, e.g., shrunken sporocysts or sporozoites and degraded sporocysts with semi-intact sporozoites. By 18 months, the presence of crystals or amylopectin was pronounced, a hallmark of other aged cohorts.

### 3.2. RNA Quality Assessment Prior to RNA Sequencing

As parasites aged during a period of 4–30 months, RNA integrity decreased, with concomitant decreased cDNA synthesis (an indication of less mRNA). Generally, the quality of RNA diminished markedly in aged cohorts, especially after 8 months (Figure 2). Below, we adopt the conventional language of “expression” and “differential expression” for transcripts whose relative abundance could be measured and changed through time, mindful that some transcripts may have increased their *relative* abundance while undergoing a reduction in their *absolute* expression.

Evidence of minor RNA degradation (RIN ≥ 6) characterized unsporulated oocysts and sporulated oocysts in 0-, 4-, and 8-month cohorts (Figure 2). Much more substantial RNA degradation (RIN < 2) characterized older cohorts. These older cohorts produced poorer-quality double-stranded cDNA sequencing libraries. High concentrations of adapter sequences in the cohorts of 13, 18, 25, 29, and 30 months were present, requiring further purification steps and reducing yield.

### 3.3. RNA-Seq of Aging E. acervulina Cohorts Identified Transcripts Abundant in All Cohorts, as Well as Genes Contributing Especially to Young or Old Cohorts

RNA sequencing was performed on fresh unsporulated oocysts, and on eight sporulated oocyst cohorts held at 4 °C from 0 to 30 months. Here, we sequenced three replicate libraries from each cohort, generating over 47 million paired-end reads (Table 1) for all replicates. 

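RNA of *E. acervulina* oocysts, the stage in which this coccidian parasite of chickens survives outside the host, was sequenced for 9 cohorts, 1 of unsporulated and 8 of sporulated oocysts. Of the sporulated cohorts 3 were young (0, 4 and 8 months of storage) and 5 old (13, 18 and 25 months, then 29 and 30). Each cohort gave 3 libraries made from 1 RNA pool, 27 in all, so the spread between them is technical, while the aged cohorts are separate batches of oocysts. The libraries of the cohorts of 13 months and older were size-selected and those of the others were not, and their RNA was the most degraded, so age, RNA quality and library preparation move together. By the paper's Table 1, mapped reads per library ranged from 1475095 to 2158594 (median 1541043) in unsporulated oocysts, from 989227 to 1800033 (median 1338083) at 0 months, from 1059317 to 1769283 (median 1447357) at 4 months and from 986234 to 1646156 (median 1336908) at 8 months. They ranged from 1776589 to 2455852 (median 1826678) at 13 months, from 1298344 to 1602892 (median 1496423) at 18 months, from 1162816 to 1583341 (median 1407671) at 25 months, from 1532820 to 1935628 (median 1547683) at 29 months and from 1083828 to 1817005 (median 1451531) at 30 months. The authors trimmed the reads with BBDuk, mapped them with the Geneious RNA mapper to the annotated genome of the Houghton strain (assembly EAH001) and counted them per coding sequence. They deposited the mean of the 3 libraries of each cohort as TPM and as log2 mapped reads, and 5683 genes are analysed here. Every TPM value given for a cohort is the authors' mean of 3 technical replicates, and no SD is given beside it here. The log2 values are means of log2(reads + 1) that carry no correction for library size, so differences between cohorts were taken after the median difference over the genes kept had been set to 0. Genes were kept with a mean of at least 10 reads over the cohorts compared, and a difference of more than 1.5 on the log2 scale, the paper's fold threshold, was the rule for calling a gene changed. With 1 pool per cohort no p-value is given for a pair of cohorts, and a gene list is described by the percentile of its median among 10000 random lists matched on mean reads. In the part of Table S2 used here, which holds single libraries for 357 of the genes analysed, the SD between libraries of a cohort was 0.18 on the log2 scale for genes with 100 reads or more and 0.45 for those with 10 to 100. The difference between 2 cohort means then has a technical SD of 0.15 and 0.37, well under the threshold. Neither technical SD covers a gene with fewer than 10 reads in 1 of the cohorts, and its log2 difference is a rough figure. Neither holds the spread between batches of oocysts, which is wider. Around a linear trend over the 8 sporulated cohorts, the median gene had a residual SD of 0.80 (log2). A difference past 1.5 between 2 cohorts is therefore not far outside that spread. Reads in the coding sequences analysed made up 83.6% of the mapped reads in unsporulated oocysts, 71.6% at 0 months, 71.0% at 4, 62.6% at 8, 50.8% at 13, 44.8% at 18, 39.0% at 25, 35.1% at 29 and 34.4% at 30 months.

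**Figure D1:**
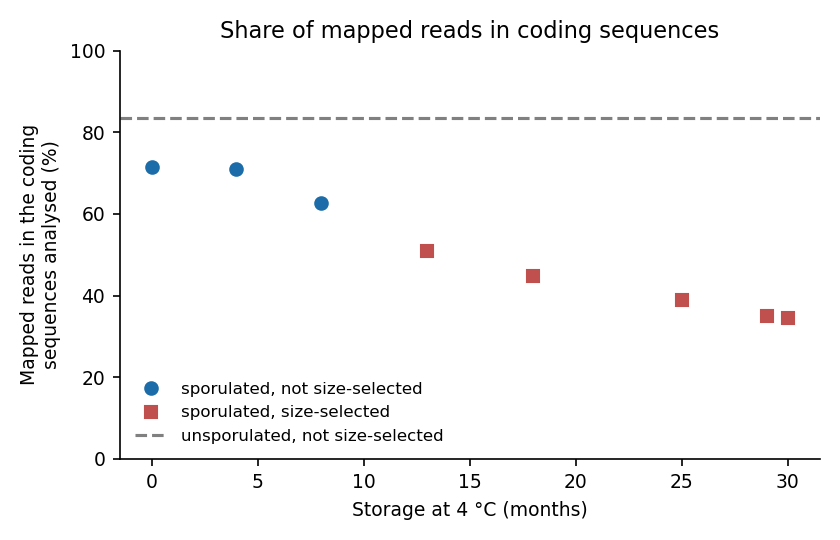
Share of mapped reads that fell in the coding sequences analysed, in percent, against storage at 4 °C in months, 1 point per sporulated cohort. Circles are cohorts whose libraries were not size-selected, squares those of size-selected libraries, and the dashed line marks unsporulated oocysts at 83.6%; the share was lowest, 34.4%, at 30 months.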

The mean mapped reads per cohort ranged from 1,323,099 ± 330,178 (8 months) to 2,019,706 ± 378,543 (13 months). The percentage of mapped reads among replicates ranged from 77.4 to 93.7% (mean = 88.40 ± 5.09%), generally decreasing as parasites aged to 30 months.

To estimate the agreement between replicates and groups, we examined the correlation of log_2_-transformed mapped reads. The Pearson’s correlation among replicates within each age cohort (Table S2) was consistently high (*r* > 0.92). Figure 3 shows the correlation of mean log_2_-transformed reads (from three replicates per time point, Table S3). 

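Unsporulated oocysts, in which sporozoites have not yet formed, had less transcript for glycolysis, invasion and motility than sporulated oocysts of 0 months. The median log2 difference from the 0-month cohort was -5.56 over the glycolytic enzymes, -4.03 over the microneme, rhoptry and other invasion proteins and -2.85 over the actin and motility proteins. These lists do not stand alone, as the median was -4.93 over the surface antigens, -4.58 over the antioxidant enzymes and -2.82 over the stress annotations, and no percentile among matched lists was taken for this comparison. Of 3314 genes kept, 828 were more than 1.5 (log2) higher in unsporulated than in 0-month oocysts and 1120 were lower, or 1199 and 955 when the cohorts were scaled by their mapped reads. Across the 5683 genes, Pearson's r of mean log2 mapped reads between unsporulated oocysts and a sporulated cohort was 0.669 at 0 months, 0.723 at 4, 0.482 at 8, 0.581 at 13, 0.565 at 18, 0.568 at 25, 0.615 at 29 and 0.691 at 30 months. These are correlations across genes, which are not independent replicates. Genes with hardly any read in any cohort raise them: over genes with at least 10 reads on average the same 8 values of r lay between 0.00642 at 8 months and 0.422 at 4 months.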

The transcriptome of unsporulated oocysts differed considerably from the transcriptomes of sporulated oocysts, whatever their age. By contrast, the transcriptomes of sporulated oocysts always exhibited correlation ≥ 0.748; cohorts separated by shorter intervals displayed greater correlation in their transcriptomes (Figure 3). 

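Among the 28 pairs of sporulated cohorts, r was highest between 25 and 29 months at 0.946 and lowest between 8 and 30 months at 0.753. The 1000-fold bootstrap over genes put 95% intervals of 0.943 to 0.949 and of 0.742 to 0.765 around this pair of values, which cover the choice of genes and not the spread between oocyst pools. The 4-month cohort had r between 0.864, with 8 months, and 0.914, with 13 months, across all older cohorts up to 29 months. Pairs of cohorts whose libraries were prepared in the same way, with or without size selection, had a mean r of 0.911 (13 pairs), and the other 15 pairs a mean of 0.869. Across the pairs r was lower the more months lay between the cohorts (correlation -0.622, exact Mantel permutation, one-sided p = 0.000248), which does not separate storage time from library preparation.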

Among sporulated cohort pairs, the correlation of mean log_2_-transformed reads ranged from *r* = 0.748 to 0.944; the lowest correlations (*r* < 0.8) in gene expression characterized the comparison of the 30-month cohort with 0- and 8-month cohorts. 

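The 13-month cohort had its highest correlation with 18 months (r = 0.945), the 29-month cohort with 25 months, and the 30-month cohort with 29 months (r = 0.938). A single sporulated cohort, that of 8 months, had its highest correlation with a cohort that was not next to it in time, 18 months (r = 0.928), above its r of 0.908 with 13 months.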

An erosion of correlation in gene expression through time generally held; typically, a cohort’s gene expression most resembled gene expression at adjacent intervals (e.g., 0 and 4 months or 13 and 18 months). Compared to sporulated oocysts at 0 months, a pronounced drop (*r* from 0.916 to 0.824) occurred at 8 months. This dipped below 80% (0.791) by 30 months. Conversely, gene expression in aging cohorts increasingly resembled the transcriptome of the oldest cohort examined. Thus, the transcriptomes estimated from these libraries exhibited clear and generally consistent temporal evolution.

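Between 0 and 4 months r was 0.917 and between 0 and 8 months 0.828. The transcript of glyceraldehyde-3-phosphate dehydrogenase (*EAH_00007450*), a glycolytic enzyme, stood at 14459 TPM at 0 months, 598 TPM at 4 months and 158 TPM at 8 months, and at 7563 TPM in the 13-month cohort. *EAH_00011300*, a hypothetical protein, stood at 4909 TPM at 4 months and 972 TPM at 8 months. At 4 months 277 genes were more than 1.5 (log2) higher and 378 lower than at 0 months, of 3059 kept. At 8 months 640 were higher and 758 lower, of 2945 kept, a split that scaling by mapped reads turned to 467 and 925. The libraries of 0, 4 and 8 months were not size-selected, and those of 13 months were.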

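The r with the 0-month cohort was 0.893 at 13 months, 0.848 at 18, 0.853 at 25, 0.831 at 29 and 0.796 at 30 months. Counted against 0 months, 405 genes were higher and 478 lower by more than 1.5 (log2) at 13 months, 564 and 606 at 18, 614 and 439 at 25, and 625 and 638 at 29 months. Scaling by mapped reads, which takes in the falling share of reads in coding sequences, made these splits 227 and 778, 298 and 994, 282 and 1080, and 315 and 1118. All these comparisons share the 0-month cohort, so they are not independent of each other.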

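The r with the 30-month cohort was 0.878 at 4 months, 0.882 at 13, 0.884 at 18 and 0.897 at 25 months, and the 8-month cohort lay below all of these. The transcript of 40S ribosomal protein S15 (*EAH_00003190*), a component of the small ribosomal subunit, stood at 464 TPM at 4 months, 72.7 TPM at 8, 948 TPM at 25 and 2081 TPM at 29 months.

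**Figure D2:**
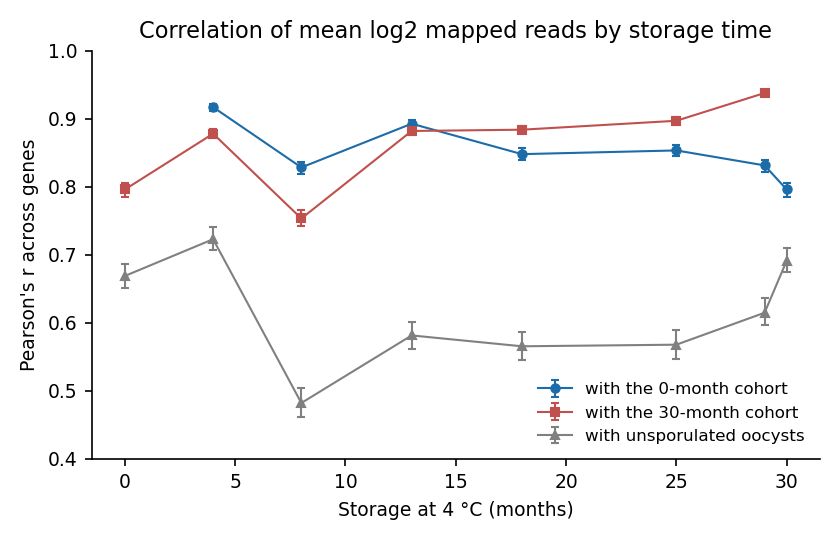
Pearson's r of mean log2 mapped reads across 5683 genes, against storage at 4 °C in months, with the 0-month cohort (circles), the 30-month cohort (squares) and unsporulated oocysts (triangles); the vertical axis starts at 0.4 and bars are 95% bootstrap intervals over genes. The r with 30 months was 0.796 at 0 months and 0.938 at 29 months, with the 8-month cohort lowest at 0.753.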

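Gene by gene, 191 transcripts rose and 192 fell linearly with storage time over the 8 sporulated cohorts, of 2994 with a mean of at least 10 TPM, by limma on log2(TPM + 1) at an adjusted p under 0.05. Among the rising genes were 60S ribosomal protein L13 (*EAH_00033860*), up by 4.35 (log2) over 30 months (standard error 0.60, limma adjusted p = 0.00579), phosphoserine aminotransferase (*EAH_00035160*), an enzyme of serine synthesis, up by 3.77 (standard error 0.53, limma adjusted p = 0.00579), and a proteasome alpha subunit (*EAH_00007150*), up by 3.84 (standard error 0.54, adjusted p = 0.00579). Of the ribosomal protein genes tested, 22 of 69 rose and none fell, or 36 rose when adjusted over the list alone, a list that rests on the paper's own keywords and is not independent evidence. The steepest fall was that of the hypothetical protein *EAH_00049190*, by -5.31 (standard error 0.63, limma adjusted p = 0.00475), while a putative translation initiation factor (*EAH_00012780*) had a change of -4.37 over 30 months (standard error 0.64, adjusted p = 0.00644). Size selection separates the cohorts of 13 months and older from the younger ones: with a term for it no gene passed in either direction (93 rising and 126 falling at an unadjusted p under 0.05), and within the 5 size-selected cohorts none passed either (317 and 322 unadjusted). In the fit with that term, size selection itself passed for 0 genes up and 0 down, so the fit assigns the changes to neither. The counts also rest on single cohorts, as leaving out 29 months gave 20 rising and 22 falling genes and leaving out 30 months 56 and 27.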

### 3.4. Expression Analysis

We employed transcripts per million (TPM) to track the relative abundance of ~6900 annotated *E. acervulina* transcripts (Table S4, mean TPM and SD). This mirrors and augments our prior studies of transcription in *E. acervulina* and related species. Here, we first compared each cohort by TPM to ascertain any major underlying differences in transcript abundance, examining those genes exceeding thresholds of 1000 TPM and 100 TPM (as in previous studies) (Table 2). The number of genes exceeding these thresholds was consistent in all cohorts; as in previous studies, most of the annotated genes contributed relatively little to the transcriptome (5865 on average, or ~85%, contributed < 100 TPM). This mirrored prior results for *E. acervulina* during the early hours of sporulation [10]. 

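Genes above 1000 TPM numbered 94 in unsporulated oocysts and 129, 115, 144, 132, 130, 121, 123 and 118 in the sporulated cohorts from 0 to 30 months, 123 on average. Between 829 (unsporulated) and 953 (8 months) exceeded 100 TPM, which left 4783 of the 5683 genes analysed, or 84.2%, at or below 100 TPM on average. The genes above 1000 TPM held between 56.9% and 63.4% of all TPM in a cohort, and the 10 most abundant alone 20.8% to 27.7%. Genes that are not analysed here account for 7.22% to 12.0% of the TPM.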

Previous deep transcriptome sequencing (using the Illumina NextSeq) identified some transcripts accounting for as many as 60,000 TPM (by hour 25); thus, such estimates likely reflect biological reality rather than sampling artifacts. Certain genes (discussed below) consistently contributed disproportionately to the total; among these, *EAH_00004110* and *EAH_00015590* consistently did so.

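*EAH_00004110*, annotated as a conserved hypothetical protein, was the most abundant transcript in unsporulated oocysts (42895 TPM), at 4 months (32552 TPM) and at 30 months (45204 TPM). *EAH_00015590*, also hypothetical, led at 13 months (42713 TPM), 25 months (60279 TPM) and 29 months (44470 TPM), yet stood at 3.67 TPM in unsporulated oocysts. *EAH_00022290*, likewise hypothetical, led at 8 and 18 months with 51548 and 54351.5 TPM. At 0 months the leading transcript encoded a surface antigen of the SAG family, *EAH_00059200*, at 42112 TPM.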

### 3.5. Constitutively Expressed Genes in Aged Oocyst Cohorts

*E. acervulina* oocysts expressed 53 genes > 1000 TPM throughout a 24 h sporulation period that included measuring unsporulated oocysts [10]. This expression threshold identified the top biomarkers of viability; homologs to many of these genes were also highly expressed in *E. maxima* during sporulation [11]. Consistently high expression for certain genes (Table 2) was also evident in the present study.

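Among the genes analysed, 29 exceeded 1000 TPM in unsporulated oocysts and in all 8 sporulated cohorts. They encode proteins of motility (actin, *EAH_00000650*, and its partner profilin, *EAH_00057690*), of chromatin (histone H2A, *EAH_00027050*), of protein turnover (polyubiquitin, *EAH_00027310*, and an aspartyl protease, *EAH_00006490*), of translation (initiation factor SUI1, *EAH_00029060*) and of the oocyst wall (COWP, *EAH_00033530*), besides many hypothetical proteins. The number follows from the threshold, with 44 genes at 500 TPM and 16 at 2000 TPM.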

Thirty genes maintained expression of >1000 TPM throughout this study (including the unsporulated group plus all sporulated cohorts; Table S5). These genes ranged in mean TPM from 1766 ± 588 (*EAH_00008670*) to 24,838 ± 14,275 (*EAH_00004110*). 

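*EAH_00008670* lay between 1089 TPM in unsporulated oocysts and 2733 TPM at 13 months, with a mean of 1766 TPM and an SD of 558 TPM over the 9 cohorts. *EAH_00004110* had a mean of 24838 TPM with an SD of 14275 TPM and its lowest level, 6754 TPM, at 8 months. These SDs are spreads between cohorts of different age and not between replicates.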

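The 29 genes above 1000 TPM in every cohort averaged 16124 TPM in unsporulated oocysts, where they made up 46.8% of all TPM, against 5212 TPM and 15.1% at 0 months and 11107 TPM and 32.2% at 4 months. Of the 29, 20 had their highest level in unsporulated oocysts and 20 their lowest at 8 months. The oocyst wall protein COWP (*EAH_00033530*) went from 14377 TPM in unsporulated oocysts to 2236 TPM at 8 months, and polyubiquitin (*EAH_00027310*), which tags proteins for degradation, from 12843 to 1318 TPM.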

The collective contribution of these 30 genes was greatest in unsporulated oocysts and varied thereafter (Figure 4A). Of these 30 genes, all but four (bolded in Table S5) were also constitutively expressed throughout sporulation in our previous *E. acervulina* study [10]. Three of these four exceptions had highest relative abundance in the oldest cohort; these included *EAH_00027050* (histone H2A, which eclipsed 13,000 TPM) and *EAH_00051000* (thioredoxin, >5000 TPM), possibly indicating their involvement in DNA integrity or stress response.

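Histone H2A (*EAH_00027050*), around which DNA is wound in the nucleosome, stood at 1988 TPM at 0 months, 2486 TPM at 8, 6290 TPM at 13, 7208 TPM at 25 and 13389 TPM at 30 months, a rise of 2.85 (log2) from 0 to 30 months. Thioredoxin (*EAH_00051000*), which reduces disulfide bonds in oxidised proteins, stood at 3673 TPM at 0 months, 1610.4 TPM at 4, 1802 TPM at 18 and 5341 TPM at 30 months, a log2 difference of 0.63 between 0 and 30 months that stayed under the threshold of 1.5. Of the 6 histone genes measured, listed before the data were examined, 4 rose, 1 fell and 1 did not pass, with a median log2 difference of 1.68 at the 96.5th percentile of random lists matched on reads, but only the 81.7th of lists matched on coding length. Histone H3 (*EAH_00057800*) was the member that fell, by -2.01. Another gene, annotated as related to histone H3 (*EAH_00013810*), rose by 1.60, from 384 to 1093 TPM. The 30-month libraries, unlike those of 0 months, were size-selected.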

Remarkably, genes such as *EAH_0004110* (this and its homologs have proved abundant in all previous RNA-Seq studies [10,11]) and certain others (also encoding hypothetical proteins) eclipsed 20,000 TPM in the oldest cohort studied (30 months). Their relative abundance was far greater in older cohorts than in freshly sporulated (0 month) oocysts. On the other hand, transcripts such as *EAH_00000650* (actin) and *EAH_00057690* (profilin) were much more abundant in 0 month sporulated oocysts than in other samples, including unsporulated oocysts.

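At 30 months 4 of the 29 constitutive genes exceeded 20000 TPM. Of these, *EAH_00004110* was 2.48 (log2) higher at 30 than at 0 months, *EAH_00001460* 2.55 higher and *EAH_00004780* 2.14 higher, while *EAH_00037050* was 1.47 higher and stayed under the threshold. All 4 are annotated as hypothetical proteins, and the paper takes *EAH_00004110* for a cation-transporting ATPase. Of the 29 genes, 24 had a higher TPM at 30 than at 0 months, 9 rose by more than 1.5 (log2) and 2 fell. Scaled by mapped reads, *EAH_00004110* and *EAH_00004780* were 1.49 and 1.15 higher, under the threshold.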

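Actin (*EAH_00000650*), the filament on which apicomplexan gliding motility runs, was at 14029 TPM at 0 months and at 2930.1 TPM in unsporulated oocysts, and between 2062 and 5940.0 TPM in the cohorts of 4 months and older. Profilin (*EAH_00057690*), which binds actin monomers, was at 21413 TPM at 0 months, 2540.1 TPM in unsporulated oocysts and 9045 TPM at 13 months. From 0 to 30 months actin fell by 2.19 and profilin fell by 2.56 on the log2 scale, the only falls past 1.5 among the 29 constitutive genes.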

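In unsporulated oocysts 22 genes exceeded 10000 TPM, and 21 of them are among the genes above 1000 TPM in every cohort. Membrane transport and protein modification are represented by *EAH_00004100*, annotated as related to a cation-transporting ATPase, at 31176 TPM, and by a pair of DHHC zinc finger proteins, a family that attaches palmitate to other proteins, *EAH_00034270* at 33534 TPM and *EAH_00037200* at 11496 TPM. Enzymes include the aspartyl protease *EAH_00006490* at 20204 TPM, a rhomboid family protein (*EAH_00020500*) at 18656 TPM and a transhydrogenase (*EAH_00019500*) at 17314 TPM. *EAH_00037050* and *EAH_00030800*, both hypothetical, stood at 37799 and 23566 TPM.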

Some transcripts contributed > 10,000 TPM in unsporulated control oocysts; these included *EAH_00004100* and *EAH_00004110* (both encode cation-transporting ATPases), *EAH_00034270* and *EAH_00037200* (which encode zinc finger DHHC domain-containing proteins), and several genes encoding hypothetical proteins. Interestingly, some genes were highly expressed in unsporulated oocysts, decreased in relative abundance immediately upon sporulating (0 months), and thereafter increased in their relative abundance through 30 months (e.g., *EAH_00001460*, *EAH_00004780*, *EAH_00037050* [hypothetical proteins], and *EAH_00004110*). Indeed, relative abundance of these 30 genes remained high from 8 months on, even after senescence reduced their infectiousness (Figure 4A).

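*EAH_00001460* went from 18481 TPM in unsporulated oocysts to 4453.5 TPM at 0 months, 18202.5 TPM at 4 months, 3711 TPM at 8 months, 11077 TPM at 13 months and 24361.5 TPM at 30 months. *EAH_00004780* followed with 28797.5, 5948, 20740.2, 4013, 10479.9 and 24401 TPM at the same times, and *EAH_00037050* with 8805 TPM at 0 months, 23452.5 TPM at 4 months, 4209.9 TPM at 8 months and 22816 TPM at 30 months. The increase from 0 to 30 months of these genes was therefore interrupted by a maximum at 4 months and a minimum at 8 months, both in libraries without size selection. From 13 months on, where all libraries were size-selected, *EAH_00001460* was at 9830.4 TPM at 25 and 20536 TPM at 29 months.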

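The 29 genes had a mean of 2759.6 TPM at 8 months, 5577 TPM at 13, 4839 TPM at 18, 5649 TPM at 25, 8543 TPM at 29 and 10704 TPM at 30 months, which is 8.00% of all TPM at 8 months and 31.0% at 30 months. Relative to unsporulated oocysts the median gene of the set was at 0.136 times its level at 8 months and at 0.623 times at 30 months. Not every member followed: the translation initiation factor SUI1 (*EAH_00029060*) had its highest level, 10347 TPM, at 18 months and 3543 TPM at 30 months. The genes were picked for their level in these same cohorts, so a high mean is no independent evidence.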

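Above 1000 TPM in all 8 sporulated cohorts were 55 of the genes analysed, and 26 of them fell short of it in unsporulated oocysts. These 26 include surface antigens of the SAG family (*EAH_00059200* and *EAH_00059950*), actin depolymerizing factor (*EAH_00045000*), which severs actin filaments, an AGC kinase (*EAH_00029580*), a formate/nitrite transporter (*EAH_00058760*) and many hypothetical proteins. Their mean in unsporulated oocysts was 121 TPM. Thresholds of 500 and 2000 TPM gave 88 and 27 genes for the sporulated cohorts.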

We then focused on sporulated oocysts, identifying a total of 60 genes that contributed > 1000 TPM from 0 to 30 months (Figure 4B). The 30 genes meeting this criterion exclusively in sporulated cohorts are denoted in red in Table S6. Among these, many increased their relative abundance as parasites aged, sometimes over six-fold and eclipsing 60,000 TPM. These highly expressed genes, which had overall mean TPM > 25,000, included *EAH_00002690* (serine protease inhibitor), *EAH_00015590*, *EAH_00022290*, and *EAH_00064490*, which encode hypothetical proteins. 

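Of the 26 genes above 1000 TPM in sporulated oocysts alone, 15 had a higher TPM at 30 than at 0 months, and 6 rose and 7 fell by more than 1.5 (log2). *EAH_00015590* increased from 9042 TPM at 0 months to its highest level at 25 months, 6.67 times as much. The hypothetical proteins *EAH_00020540* and *EAH_00010660* reached 9.89 and 9.22 times their 0-month TPM, also at 25 months, at 14941 and 23294 TPM. Actin depolymerizing factor (*EAH_00045000*) fell by 2.82 from 0 to 30 months and the hypothetical protein *EAH_00058140* fell by 2.42.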

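Over the 8 sporulated cohorts the mean was 33917 TPM for *EAH_00015590*, 33970 TPM for *EAH_00022290* and 25789 TPM for *EAH_00064490*. *EAH_00022290* had its lowest level of the sporulated cohorts, 11711 TPM, at 0 months, and so did *EAH_00064490* with 8653 TPM. In unsporulated oocysts *EAH_00022290* was at 50.3 TPM and *EAH_00064490* was listed at 0.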

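The 26 genes that exceeded 1000 TPM in all sporulated cohorts but not in unsporulated oocysts averaged 8919.7 TPM at 0 months, 6675 TPM at 4, 11654 TPM at 8, 11539.5 TPM at 13, 11991 TPM at 18, 12141 TPM at 25, 9087 TPM at 29 and 6772 TPM at 30 months. Of the 26, 19 peaked between 8 and 25 months, 6 at 0 months and none at 30 months. *EAH_00049920*, a hypothetical protein with a mean of 21824 TPM, peaked at 8 months with 39791 TPM, and *EAH_00026150*, another, with 25128 TPM. The set spans both library preparations, with size selection from 13 months on.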

For these and other sporulated oocyst genes, expression was especially high between 8 and 25 months (Figure 4B).

We then compared the 60 genes constitutively expressed > 1000 TPM in sporulated oocysts to previous *E. acervulina* RNA-Seq data [10]. Overall, 47/60 (78.3%) were also expressed > 1000 mean TPM in sporulated oocysts in the previous report. The 13 genes not meeting this criterion in the original study (Table S6, bolded) almost completely overlapped with the 30 genes constitutively expressed only in the sporulated oocysts. Therefore, we established strong agreement between this and a previous study [10] of sporulating *E. acervulina* conducted at greater sequencing depth.

### 3.6. Functional Characterization of Constitutively Expressed Genes

The group of 30 constitutively expressed genes in common to unsporulated and sporulated oocysts largely overlap (~87%) the constitutively expressed genes we previously identified in sporulating *E. acervulina* oocysts [10], including *EAH_00004100* and *EAH_00004110* (resembling cation-transporting ATPases in *Eimeria* spp.), and *EAH_00004780* and *EAH_00037050* (hypothetical proteins resembling membrane proteins in other Apicomplexa). These 30 genes include many involved in housekeeping functions; we have discussed their potential functions previously [10]. Overall, 188 GO terms were identified for these 30 genes, implicating a range of functions (Table S7). The highest numbers of GO terms were identified for *EAH_00000650* (actin, *n* = 35), followed by *EAH_00029060* (translation initiation factor SUI1, *n* = 22) and *EAH_00027310* (polyubiquitin, *n* = 19); the relative abundance of these transcripts was mid-tier. 

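Over the 9 cohorts actin (*EAH_00000650*) averaged 4419.8 TPM, SUI1 (*EAH_00029060*), a factor of start codon recognition, 5621 TPM and polyubiquitin (*EAH_00027310*) 4310.4 TPM.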

KEGG pathways were only identified for *EAH_00000650*, *EAH_00019500*, and *EAH_00029060*; denoting purine metabolism, thiamine metabolism, and nicotinate and nicotinamide metabolism.

The 30 genes constitutively expressed only in sporulated oocysts (Table S8) implicated 93 GO terms. Genes *EAH_00010660* (hypothetical protein, resembling phospholipase/carboxylesterase domain-containing proteins in other *Eimeria* spp.), *EAH_00029580* (AGC kinase), and *EAH_00045490* (hypothetical protein, resembling heat shock proteins in other apicomplexan species) each contributed at least 10 GO terms pertaining to hydrolase activity, phosphorylation/signal transduction, and protein folding/cellular response to heat, respectively. The most abundant transcripts (like *EAH_00002690*, *EAH_00015590*, *EAH_00022290*, *EAH_00049920*, and *EAH_00064490*, with >20,000 mean TPM) either had no associated GO terms or only “membrane”. 

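The SAG family of *Eimeria* comprises surface antigens anchored in the membrane of the parasite. Over the 8 sporulated cohorts *EAH_00059200* averaged 17050.3 TPM and *EAH_00059950* 11943.5 TPM, with their highest levels at 0 months, 25187 TPM for the latter. In unsporulated oocysts they stood at 409 and 250.2 TPM. *EAH_00059200* and *EAH_00059950* share 32.8% and 26.8% of their 25-base words with other coding sequences, so their reads may be divided between copies and their levels are uncertain. Of the 6 genes annotated as SAG that had enough reads, 3 fell from 0 to 30 months, none rose and 3 did not pass, with a median log2 difference of -1.61 at the 9.96th percentile of matched random lists.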

*EAH_00064490* resembles SAG genes in other *Eimeria* spp. This gene and two other SAG-encoding genes (*EAH_00059200*, *EAH_00059950*) displayed ~7000–13,000 overall mean TPM, indicating these proteins are likely important for sporulated oocysts. The latter two genes had GO terms pertaining to actin filament and profilin binding, indicating SAG’s known involvement in motility and invasion. *EAH_00002690* was associated with serine-type endopeptidase inhibitor activity and extracellular space. Four genes—*EAH_00010660*, *EAH_00017770*, *EAH_00045490*, and *EAH_00029580*—were associated with KEGG pathways that included fatty acid elongation, Glycerophospholipid/Glycerolipid metabolism, Purine/Thiamine metabolism, and Human immunodeficiency virus 1 infection, respectively. 

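*EAH_00045490*, a hypothetical protein, and the AGC kinase *EAH_00029580* averaged 2933 and 2434 TPM over the 8 sporulated cohorts, and *EAH_00010660* 12319 TPM. *EAH_00045490* was at 1628 TPM at 0 months, 5374 TPM at 8 months and 1469 TPM at 30 months, and *EAH_00029580* peaked at 8 months as well, at 3716 TPM.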

Except for *EAH_00010660*, these genes were relatively modestly abundant.

### 3.7. Searching for Variable Genes Among Sporulated Oocysts

We previously identified patterns of gene expression in sporulating *E. acervulina* oocysts, delineating stage-specific genes by analyzing variance in mean log_2_ TPM. Here, we took similar steps to identify the most variable genes in senescent oocysts. 

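Ranked by the variance of log2 TPM over the 9 cohorts, 49 of the 50 most variable genes were lowest in unsporulated oocysts. They include an AGC kinase (*EAH_00029580*), a myosin heavy chain (*EAH_00007460*), lactate dehydrogenase (*EAH_00054340*), peroxisomal catalase (*EAH_00041420*) and apical membrane antigen 1 (*EAH_00027160*), a protein of host cell invasion. Between 0 and 30 months 21 of the 50 had a higher TPM at the later time, and 9 rose by more than 1.5 (log2), such as *EAH_00012390*, a hypothetical protein that rose by 8.09, a rough figure from less than 1 read at 0 months. Their mean was above 1000 TPM for 19 and below 100 TPM for 10. Ranked over the 8 sporulated cohorts alone the list was another one, with 3 genes shared, and 35 of its 50 genes had a higher TPM at 30 than at 0 months and 34 rose by more than 1.5, with 2 above 1000 TPM on average.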

Many of the top 50 most variable genes among cohorts (Figure 5) increased in their relative abundance as oocysts aged (Figure 4); these genes did not, as a rule, contribute especially greatly to the transcript pool.

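Of the 50 most variable genes over all 9 cohorts, 18 fell by more than 1.5 (log2) from 0 to 30 months, and 10 did so in the ranking over the sporulated cohorts alone. Lactate dehydrogenase (*EAH_00054340*), which regenerates NAD+ at the end of glycolysis, fell by 4.57, a myosin heavy chain (*EAH_00007460*) fell by 3.13, saccharopine dehydrogenase (*EAH_00039000*), an enzyme of lysine metabolism, fell by 3.80 and apical membrane antigen 1 (*EAH_00027160*) fell by 2.41.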

A small group of genes contributed more to the transcript pool early on, when compared to the 30-month cohort. These included *EAH_00007450, EAH_00046060, EAH_00049190,* and *EAH_00053080*). 

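Glyceraldehyde-3-phosphate dehydrogenase (*EAH_00007450*) fell by 3.57 (log2) from 0 to 30 months, 6-phosphogluconate dehydrogenase (*EAH_00046060*), an enzyme of the pentose phosphate pathway, fell by 5.62 and D-3-phosphoglycerate dehydrogenase (*EAH_00053080*), which opens serine synthesis, fell by 6.14. The hypothetical protein *EAH_00049190* fell by 5.86. *EAH_00046060* and *EAH_00053080* had fewer than 10 reads at 30 months, so their differences are rough figures. All 4 are among the 50 most variable genes when the 8 sporulated cohorts alone are ranked, and none is when unsporulated oocysts are included.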

Their overall mean expression, however, sometimes did not exceed 100 TPM (Table S4).

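Over the 9 cohorts *EAH_00053080* averaged 69.4 TPM and *EAH_00046060* 108 TPM, with 416 and 683 TPM at 0 months and 3.92 and 12.8 TPM at 30 months. *EAH_00007450* and *EAH_00049190* averaged 3093 and 3877 TPM.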

Taken together, these data make clear that even in older, senescent oocyst cohorts, certain genes contribute disproportionately to the (diminishing) transcript pool. Our experiment could not differentiate ongoing expression from persistence of RNA transcribed when oocysts were young. Senescent and dead sporulated oocysts nonetheless harbor (perhaps express) a repertoire of transcripts that generally predominate in younger parasites.

### 3.8. Differentially Expressed Genes in Live vs. Dead Cohorts

We next aimed to identify genes whose changing relative abundance best demarcates the transition from viability to non-viability. We thus sought genes notable for undergoing marked up- or downregulation when comparing their relative abundance at 0 and 30 months. To do so, we established thresholds for differential expression significance and then focused on the most abundant transcripts. Thus, we examined genes that contributed > 1000 TPM at either 0 or 30 months, and which underwent significant differential expression by >1.5 or <−1.5 log_2_ (adjusted *p*-value < 0.05) as estimated using DESeq2. Data sufficed to examine evidence for differential expression among 5622 of the 6867 annotated genes. Of these, 37% (2086) met our criteria for significant differential abundance (Table S9). 

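Of 2967 genes with at least 10 reads on average at 0 and 30 months, 1443 (48.6%) differed by more than 1.5 on the log2 scale, 689 of them higher at 30 months and 754 higher at 0 months. Scaling by mapped reads in place of the median gave 358 higher at 30 months and 1192 higher at 0 months, since the median gene had lost 0.99 (log2) relative to all mapped reads by 30 months (a log2 difference of -0.99). Changes given here are relative to the median gene, as in a comparison of relative abundance. The genes kept had a median of 51.5 reads, and without a minimum on reads 962 and 1173 of 5218 genes passed, or 324 and 391 of 1517 with at least 50 reads. With both cohorts size-selected, in a comparison chosen after the data were seen, 497 genes were higher at 30 months and 554 higher at 13 months.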

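Among the genes that fell most from 0 to 30 months, glycogen phosphorylase (*EAH_00041130*), which breaks down the storage polysaccharide, fell by 5.68 (log2), a carbonic anhydrase domain protein (*EAH_00065720*) fell by 5.22 and the translation initiation factor *EAH_00012780* fell by 5.76. Among the largest rises, 60S ribosomal protein L14 (*EAH_00014500*) rose by 5.41 and 40S ribosomal protein S7 (*EAH_00040460*) by 4.60. Beside them, a YT521-B family protein (*EAH_00060130*), a family that reads methylated bases in RNA, rose by 5.65, an ABC transporter (*EAH_00049710*) by 5.12 and alanine dehydrogenase (*EAH_00014810*) by 4.81. These genes were taken by size of change among those with a mean of at least 100 TPM over the 0- and 30-month cohorts, and the differences of *EAH_00012780*, *EAH_00014500*, *EAH_00060130* and *EAH_00049710* are rough figures, with fewer than 10 reads in 1 of the cohorts.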

The volcano plot in Figure 6 depicts these genes, showing 1086 upregulated and 1000 downregulated genes, comparing the transcriptomes of sporulated oocysts after 0 months of storage to those at 30 months.

### 3.9. Major Transcripts Undergoing the Greatest Differential Expression Between 0 and 30 Months

With the established differential expression thresholds, we cross-referenced the highest expressed genes in 0-month oocysts. We identified 86 significant DEGs between 0- and 30-month cohorts that also exceeded 1000 TPM in 0-month sporulated oocysts (Table S10). 

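All 129 genes above 1000 TPM at 0 months had enough reads to be compared, and 79 of them differed from 30 months by more than 1.5 (log2). Of the 129, 67 were also above 1000 TPM at 30 months and 124 above 100 TPM. Examples are transaldolase (*EAH_00053050*) of the pentose phosphate pathway, from 1266 to 132 TPM, and the microneme protein *EAH_00000090*, from 5164 to 985 TPM.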

Interestingly, only two of these 86 (*EAH_00007450*, *EAH_00049190*) were also among the 50 most variably abundant genes discussed above (Figure 5); thus, these genes differing most at the temporal extremes do not typify those undergoing temporal changes throughout the experiment. Indeed, more than 25% of these genes (23 of 86) were constitutively expressed throughout the experiment (as described above).

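Of the 79 genes, 10 are among the 50 most variable over all 9 cohorts, lactate dehydrogenase (*EAH_00054340*) and peroxisomal catalase (*EAH_00041420*) among them. In the ranking over the 8 sporulated cohorts alone the overlap was 2 genes.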

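Of the 79 genes, 24 are among those above 1000 TPM in all 8 sporulated cohorts and 11 among those above 1000 TPM in unsporulated oocysts as well, such as histone H2A (*EAH_00027050*), actin (*EAH_00000650*) and profilin (*EAH_00057690*). With scaling by mapped reads these numbers were 14 and 4.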

Of these 86 genes, most (71, 82.6%) exhibited greater relative abundance at month 0 than at month 30, some by more than 6-fold (log_2_) (including *EAH_00059130* (heat shock protein 28) and *EAH_00049190* (hypothetical protein)); nonetheless, some genes increased in their relative abundance at intermediate sampling dates. 

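Higher at 0 than at 30 months were 62 of the 79, and 14 of them by more than 4 (log2). Among the 14 were glucose-6-phosphate isomerase (*EAH_00015680*), the second enzyme of glycolysis, which fell by 4.97, a heat shock protein (*EAH_00002610*) that fell by 4.04, and the hypothetical proteins *EAH_00012380* and *EAH_00054350*, which fell by 5.70 and 4.96. Of the 62, 53 were highest at 0 months and the other 9 at 8 months, peroxisomal catalase (*EAH_00041420*) and a myosin heavy chain (*EAH_00007460*) among the latter. Scaled by mapped reads, 74 genes were higher at 0 months and 4 higher at 30 months.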

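Of the 20 most abundant genes at 0 months, 16 differed from 30 months by more than 1.5 (log2). The largest fall of the 79 genes, that of *EAH_00049190*, was within these 20. Outside them lay lactate dehydrogenase (*EAH_00054340*) at 7582 TPM and a conserved hypothetical protein (*EAH_00012380*) at 5907 TPM, with 298 and 105 TPM left at 30 months.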

The genes contributing most to the month 0 transcriptome did not, as a rule, undergo the greatest change in relative expression when compared to oocysts stored for 30 months. For example, *EAH_00011300* (hypothetical protein) and *EAH_00059200* (SAG family member) were expressed >30,000 TPM at month 0, but this represented only a 2–2.7-fold (log_2_) increase over their relative abundance at month 30. 

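*EAH_00011300* stood at 30953 TPM at 0 months and 8669 TPM at 30 months, and fell by 1.74 (log2). The SAG family member *EAH_00059200*, whose level is uncertain because it shares sequence with other genes, stood at 7319 TPM at 30 months and fell by 2.43. Neither fall was steady, as the 13-month cohort held 26407 TPM of *EAH_00011300* and 21247.5 TPM of *EAH_00059200*.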

*EAH_000032920* (hypothetical protein) contributed ~25,000 TPM at 0 months, over 4-fold (log_2_) greater relative expression than at 30 months; this seems notable because we previously found this transcript characteristic of sporulated, but not unsporulated, oocysts of *E. acervulina* [10].

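The transcript of *EAH_00032920* stood at 25040.1 TPM at 0 months, 6775 TPM at 4, 5744 TPM at 8, 6552 TPM at 13, 3021 TPM at 18, 3468 TPM at 25, 1559 TPM at 29 and 1439 TPM at 30 months. It fell by 4.02 (log2) from 0 to 30 months. In unsporulated oocysts it was at 14.0 TPM.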

Conversely, 15 genes contributed less to the transcript pool at 0 months than at 30 months. These did not undergo more than 2.8-fold (log_2_) change; many of these were among those contributing the most to the transcript pool throughout storage (Table S10). 

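Among the genes above 1000 TPM at 0 months, 17 were higher at 30 months by more than 1.5 (log2), with a largest rise of 3.02. All 17 were above 1000 TPM in both cohorts. They include histone H2A (*EAH_00027050*), a high mobility group protein (*EAH_00054690*), which binds DNA, from 2251 to 7665 TPM (a rise of 1.87), and a ribosome associated membrane protein (*EAH_00020620*), from 1399 to 3819 TPM (a rise of 1.54). Scaling by mapped reads left 4 of such genes.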

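*EAH_00020540*, annotated as a conserved hypothetical protein, rose from 1510.4 TPM at 0 months to 11453 TPM at 30 months, by 3.02 (log2). It stood at 62.5 TPM in unsporulated oocysts and at 2352 TPM at 4 months, 4315 TPM at 8 months and 7816 TPM at 18 months.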

The most diminished genes were *EAH_00020540* (hypothetical protein) and *EAH_00027050* (histone H2A), which nonetheless maintained > 11,000 TPM in 30-month-old oocysts.

We identified major functional classes among genes upregulated in 0-month oocysts, including stress response (heat shock and accessory proteins [DNAJ protein], peroxisomal catalase, peroxiredoxin, superoxide dismutase), metabolic pathways (lactate dehydrogenase, glyceraldehyde 3-phosphate dehydrogenase, fructose-bisphosphate aldolase, glucose-6-phosphate isomerase, saccharopine dehydrogenase, transaldolase), and invasion/motility/cell recognition (actin, actin depolymerizing factor, micronemes, myosin, SAGs).

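Glycolysis, motility and invasion stood out among the gene lists. The paper already names metabolic enzymes, stress proteins and proteins of invasion and motility as higher at 0 months in these samples. The direction of these lists is therefore no independent evidence. Of 14 glycolytic enzymes kept, 9 fell from 0 to 30 months, none rose and 5 did not pass, with a median log2 difference of -2.31 at the 0.32nd percentile of matched random lists. Phosphoglycerate kinase (*EAH_00056430*) fell by 3.87, hexokinase (*EAH_00066760*), the entry enzyme, fell by 3.22 and fructose-bisphosphate aldolase (*EAH_00067850*) fell by 3.26, while a second aldolase (*EAH_00057900*) had a difference of -1.15. Of 25 actin and motility proteins, 14 fell and 1 rose, a non-muscle myosin (*EAH_00010130*), with a median of -2.19 below all 10000 matched lists; a myosin (*EAH_00024170*) fell by 4.01. Of 22 proteins of the invasion organelles, 12 fell and 3 rose (median -1.74, 0.68th percentile). Microneme protein 2 (*EAH_00011900*), an adhesin, fell by 3.62 and a microneme protein (*EAH_00068410*) fell by 4.30, while immune mapped protein 1 (*EAH_00011210*) rose by 2.23. Of 13 antioxidant enzymes, 7 fell and none rose (median -1.51, 6.36th percentile), peroxisomal catalase (*EAH_00041420*) by -2.40 and peroxiredoxin (*EAH_00047270*) by -2.68, both of which remove peroxides. The 33 chaperones went both ways, with 12 that fell and 6 that rose (median -0.78, 6.57th percentile), such as a TCP-1 chaperonin (*EAH_00067330*) that rose by 3.91. Each percentile describes these libraries, and the 30-month libraries, but not those of 0 months, were size-selected. Over the 8 cohorts the trends of glycolysis (r = -0.758) and invasion (r = -0.722) did not pass (exact permutation, adjusted p = 0.0923 each). That of motility passed by r (-0.817, exact permutation adjusted p = 0.0447) but not by Spearman's rho. Relative to all genes the glycolysis median was 2.74 at 0 months, 1.42 at 4, 2.51 at 13 and 0.53 at 30 months.

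**Figure D3:**
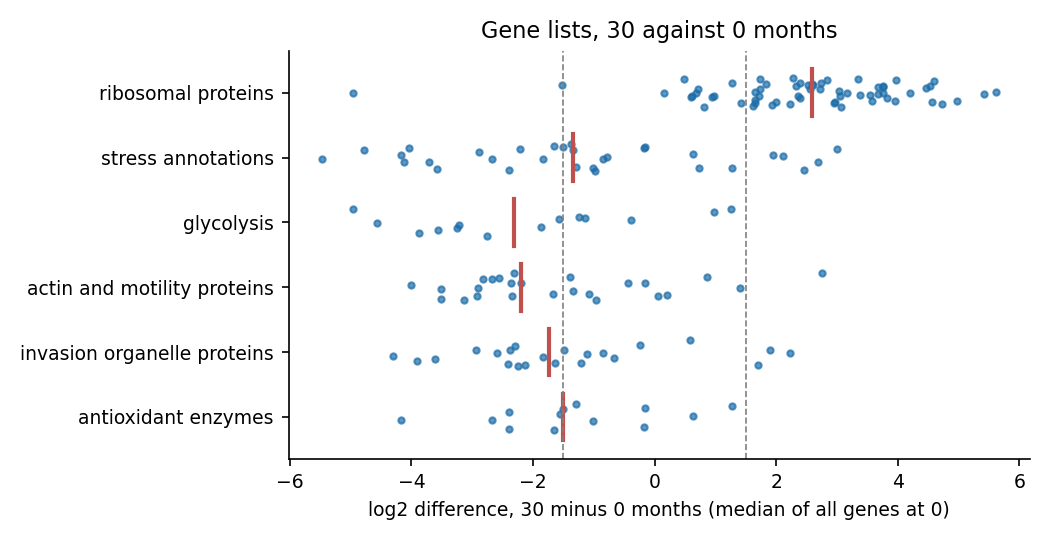
Log2 difference between 30 and 0 months (30 minus 0, median of all genes set to 0) of the members of 6 gene lists, 1 point per gene; the red line is the list's median and the dashed lines mark the threshold of 1.5 either way. The median was 2.60 for ribosomal proteins and between -2.31 and -1.34 for the other lists.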

Here, heat shock proteins surfaced as important in senescence. 

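Of 42 genes analysed whose annotation holds one of the paper's stress terms (heat shock, hsp, peroxi-, oxidoreductase, superoxide or thioredoxin), 31 had at least 10 reads on average, and 19 of these differed between 0 and 30 months by more than 1.5 (log2). The study chose these terms on the same samples, so their direction is no independent evidence.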

Among all 2086 significant DEGs between 0- and 30-month oocysts (without a TPM constraint, Table S9), 20 were annotated as “heat shock”, “hsp”, “peroxi-”, “oxidoreductase”, “superoxide-”, or “thioredoxin”. Of these, 15 (75%) were upregulated in 0-month oocysts compared to 30-month oocysts, but not all had high relative TPM. For example, *EAH_00067370* (heat shock protein) exhibited over 6-fold log_2_ more expression at month 0 than at month 30, but totaled only ~158 TPM. 

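From 0 to 30 months 14 of the 31 fell, 5 rose and 12 did not pass. The list's median log2 difference was -1.34, at the 1.20th percentile of matched random lists. HSP90 (*EAH_00019130*), a chaperone of signalling proteins, went from 1650.1 to 211 TPM and fell by 2.88, and HSP70 (*EAH_00034630*), which refolds proteins, from 786 to 61.1 TPM, falling by 3.57. An oxidoreductase (*EAH_00006070*) fell by 4.78 from 130.1 TPM, a rough figure, since less than 1 read was left. Between 13 and 30 months, both with size-selected libraries and compared after the data were seen, 14 of 31 fell and 3 rose, with the same median to 2 decimals.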

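*EAH_00067370* stood at 158 TPM at 0 months, 38.2 TPM at 4, 42.6 TPM at 8, 36.9 TPM at 13 and 1.76 TPM at 30 months and fell by 5.47 (log2), a rough figure, since less than 1 read was left at 30 months. Over the 8 cohorts its slope amounted to -4.21 over 30 months (standard error 0.75, limma adjusted p = 0.0107). With a term for size selection neither this nor any other gene passed.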

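The small heat shock protein *EAH_00044990*, a chaperone that keeps unfolded proteins from aggregating, stood at 11304 TPM at 0 months and 607 TPM at 30 months and fell by 4.12 (log2). Superoxide dismutase (*EAH_00053040*), which converts superoxide to hydrogen peroxide, stood at 5706 TPM and 296 TPM and fell by 4.18. Their unsporulated levels were 246 and 27.2 TPM.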

Still, genes such as *EAH_00044990* (Hsp20/alpha crystallin domain-containing protein) and *EAH_00053040* (superoxide dismutase) contributed over 5000 TPM with >4-fold log_2_ more expression than 30-month oocysts. These genes generally decreased in relative expression as parasites aged (Table S4), but some experienced elevated relative expression at 8–13 months after initially falling at 4 months. 

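Among the 14 stress-annotated genes that fell from 0 to 30 months, all 14 had a lower TPM at 4 months than at 0 and all 14 a higher TPM at 8 or 13 months than at 4, and 11 were highest at 0 months. *EAH_00044990* was at 1201 TPM at 4 months, 2213 TPM at 8, 3831 TPM at 13 and 1047 TPM at 18 months, and *EAH_00053040* at 685, 983, 741 and 726 TPM. Relative to all genes the median log2(TPM + 1) of the list was 2.43 at 0 months, 1.14 at 4, 0.96 at 8, 2.02 at 13 and 1.16 at 30 months. It had no linear trend with storage time (Pearson's r = -0.463, exact permutation p = 0.26, adjusted p = 0.451 over 26 lists, 8 cohorts, and Spearman's rho = -0.167, exact p = 0.703).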

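The 5 stress-annotated genes higher at 30 months were heat shock protein 60 (*EAH_00004620*), from 6.25 to 26.2 TPM (a rise of 2.11 on the log2 scale), another heat shock protein (*EAH_00013280*), from 3.48 to 27.5 TPM (3.00), a peroxisomal membrane protein (*EAH_00008620*), from 103 to 376 TPM (1.94), an adrenodoxin oxidoreductase (*EAH_00026080*), from 2.91 to 16.8 TPM (2.69), and an oxidoreductase (*EAH_00030980*), from 2.91 to 15.1 TPM (2.46). The transcript of peroxisome biogenesis factor 7 (*EAH_00007380*), a receptor for import into peroxisomes, went from 1.70 to 21.0 TPM, a log2 difference of 3.57, with fewer than 10 reads on average over both cohorts.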

The five genes experiencing diminished relative expression at 0 months generally did not exhibit strong expression in any cohort; one (*EAH_00007380*, peroxisome biogenesis factor 7) increased its relative expression by >3-fold (log_2_) at 30 months compared to 0 months.

Our Blast2GO functional analysis of all 86 genes found almost 600 GO terms (Table S11), with the higher number of terms attributed to genes already with an informative annotation (e.g., actin, fructose-bisphosphate aldolase, CAM kinase, SAG, ubiquitin-conjugating enzyme e2). Unfortunately, for many highly expressed and upregulated DEGs of interest that encode hypothetical proteins, such as *EAH_00011300*, *EAH_00032920*, *EAH_00049190*, and *EAH_00049200*, we did not discover any additional annotation information. However, hypothetical protein-encoding genes *EAH_00005140*, *EAH_00010150*, *EAH_00029980*, *EAH_00034850*, *EAH_00049210*, *EAH_00051110*, and *EAH_00066440,* which underwent more than 3-fold (log_2_) change in relative expression in 0-month oocysts, had more informative BLAST hits and GO terms. 

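Of these 7 transcripts, *EAH_00010150* fell by 3.33 (log2) from 0 to 30 months, *EAH_00029980* fell by 3.76, *EAH_00049210* fell by 3.64, *EAH_00034850* fell by 2.86, *EAH_00066440* fell by 2.86 and *EAH_00051110* fell by 1.67. *EAH_00049210* stood at 6948 TPM at 0 months and 522 TPM at 30 months, and *EAH_00051110* at 2121 and 621 TPM.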

*EAH_00005140*, notable for >25-fold greater TPM in 0 than in 30-month oocysts, resembles an acyl-CoA synthetase/protein in other *Eimeria* and in *C. cayetanensis*. 

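*EAH_00005140* stood at 3809 TPM at 0 months and 149.9 TPM at 30 months, a ratio of 25.4, and fell by 4.56 (log2). Its level was already 450.1 TPM at 4 months, then 749 TPM at 8, 842 TPM at 13 and 293 TPM at 18 months, and it was at 7.18 TPM in unsporulated oocysts.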

GO terms associated with this gene include fatty acid metabolic processes, fatty acid import/transport, and other terms pertaining to the endomembrane system. *EAH_00049210* resembles tubulin polymerization-promoting protein in *C. cayetanensis* and p25-alpha family proteins in other apicomplexans; it had associated GO terms pertaining to microtubule formation/polymerization. *EAH_00066440* resembles a heat shock protein in *E. tenella* and has GO terms related to heat response and protein folding.

For the smaller group of genes downregulated in 0-month oocysts (which were mostly annotated as hypothetical proteins), some genes warrant mention. *EAH_00029830*, while on the cusp of our DEG threshold, has 16 associated GO terms related to protein targeting and Golgi vesicle fusion/transport. 

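*EAH_00029830* rose by 1.79 (log2), from 1175 TPM at 0 months to 3815 TPM at 30 months, with 3482 TPM already at 13 months. Scaled by mapped reads its difference was 0.80, under the threshold of 1.5.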

Genes *EAH_00010660*, *EAH_00020540*, and *EAH_00027050* all underwent over ~2.5-fold (log_2_) increases at 30 months compared to 0 months and had 100 BLAST hits. 

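*EAH_00010660* rose by 2.68 (log2) between 0 and 30 months, from 2527 to 15141 TPM. *EAH_00010660* was at 6004 TPM at 4 months and *EAH_00020540* at 5274 TPM at 13 months, while histone H2A (*EAH_00027050*) was at 2827 TPM at 4 months, lower at 8 months and higher from 13 months on, where size selection begins.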

*EAH_00010660* resembles genes in other Apicomplexa species that encode proteins with abhydrolase and phospholipase/carboxylesterase domains and associated GO terms related to depalmitoylation, lipases/hydrolase activity, and membrane-bound organelles. *EAH_00020540* resembles putative membrane proteins in other Apicomplexa species; its GO terms pertain to chromatin remodeling and transcriptional regulation. *EAH_00027050* encodes a histone H2A protein; its GO terms include chromosome organization and ER/Golgi organelles and transport.

### 3.10. Major Transcripts Undergoing the Greatest Increase in Relative Abundance Through Time

We then identified 66 transcripts contributing > 1000 TPM at month 30 that underwent significant change in their relative abundance at month 30, compared to freshly sporulated oocysts at month 0 (Table S12). These genes generally followed a steady increase in relative abundance from 0 to 30 months (with some exceptions, e.g., spikes at 25, 29 months). 

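Above 1000 TPM at 30 months were 118 genes, of which 71 differed from 0 months by more than 1.5 (log2), 60 of them higher at 30 months and 11 higher at 0 months. Those higher at 30 months include SF-assemblin (*EAH_00000210*), from 301 to 1301 TPM (a rise of 2.19), and cystathionine beta-lyase (*EAH_00040310*), an enzyme of methionine metabolism, from 140.4 to 1409 TPM (3.42). Scaled by mapped reads the split was 29 and 14. The 30-month libraries were size-selected and those of 0 months were not.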

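Of the 60 genes that were above 1000 TPM at 30 months and had risen by more than 1.5 (log2), 42 were highest at 30 months, 4 at 29 months, 8 at 25 months and 6 earlier. Spearman's rho of their TPM with storage time over the 8 cohorts had a median of 0.69, and none was negative. The genes were chosen for a rise between the first and last cohort, so part of this follows from the choice. Peaks at 25 months occurred in *EAH_00015590* and *EAH_00010660*, and *EAH_00024860* peaked at 29 months.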

Differential expression ranged from 8.53 to −4.24 log_2_ FC. In this analysis, 55/66 (~83%) genes were relatively more abundant at month 30 than at month 0. All genes that were downregulated in 0-month oocysts described above (*n* = 15) were upregulated in 30-month oocysts, as these genes exceeded 1000 TPM in both cohorts. These 15 genes were among those maintaining high expression throughout (discussed above).

Other genes undergoing > 3 log_2_ FC in month 30, compared to month 0, only contributed 1000–3000 TPM at month 30. 

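Of the genes above 1000 TPM at 30 months, 18 rose by more than 3 (log2), and 15 of these lay between 1000 and 3000 TPM at 30 months. They include the hypothetical proteins *EAH_00018710*, which rose by 4.91 from 70.0 TPM, *EAH_00064340*, which rose by 4.02, and *EAH_00046350*, which rose by 3.64 to 2279 TPM. The other 3 were 40S ribosomal protein S20 (*EAH_00007170*) at 3002 TPM, the CHCH domain protein *EAH_00048600* and the hypothetical protein *EAH_00020540*.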

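Of the 60 genes that had risen to above 1000 TPM at 30 months, 29 had a mean below 1000 TPM over the 9 cohorts. *EAH_00026260*, a hypothetical protein, stood at 194 TPM at 0 months and 1893 TPM at 30 months, and 60S ribosomal protein L22 (*EAH_00021530*) had a mean of 343 TPM.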

Many genes undergoing increases in relative abundance at month 30 did not contribute > 1000 overall mean TPM during the time course. Thus, these did not generally typify constitutively expressed genes. Notwithstanding their modest relative abundance throughout the experiment, some experienced an increase in relative TPM (by month 30) of more than 20-fold. For example, *EAH_00040980* (hypothetical protein) underwent ~8.5 log_2_ FC, with >500-fold higher TPM at month 30 than at month 0.

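A TPM ratio above 20 between 30 and 0 months occurred in 6 of the genes above 1000 TPM at 30 months. *EAH_00040980* had the largest ratio, 522, with 3.02 TPM at 0 months and 1575 TPM at 30 months, a rise of 8.76 (log2); with less than 1 read at 0 months, neither is an exact fold. It was at 669 TPM at 4 months and 741 TPM at 8, in libraries that were not size-selected, and at 1234 TPM at 18 months. Of the other 5, 4 encode proteins of the small ribosomal subunit, S15A (*EAH_00008630*) with a ratio of 46.0, S15 (*EAH_00003190*) with 29.9, S3A (*EAH_00003140*) with 23.9 and S20 (*EAH_00007170*), and *EAH_00018710* had a ratio of 29.2.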

Notably, several genes experiencing the greatest increase in their contribution to the transcript pool at 30 months encode ribosomal proteins. 

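The ribosome translates mRNA, and its proteins are assembled with rRNA into a small (40S) and a large (60S) subunit. The transcript of 40S protein S15A (*EAH_00008630*) rose by 5.61 (log2) from 0 to 30 months, S15 (*EAH_00003190*) by 4.97, S3A (*EAH_00003140*) by 4.73, S20 (*EAH_00007170*) by 4.57 and S26 (*EAH_00007090*) by 3.34, and 60S protein L22 (*EAH_00021530*) rose by 3.76. In unsporulated oocysts the 6 transcripts stood between 108 TPM (S15A) and 569.5 TPM (S20).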

In fact, six genes (*EAH_00003140*, *EAH_00003190*, *EAH_00007090*, *EAH_00007170*, *EAH_00008630*, and *EAH_00021530*) that encode 40S and 60S ribosomal subunits underwent over 3 log_2_ FC, although they seldom topped 1000 TPM in younger cohorts. However, these genes did figure much more prominently at 30 months than at 0 months, based on TPM.

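At 0 months the 6 transcripts stood between 24.8 TPM (S15A, *EAH_00008630*) and 132 TPM (S20, *EAH_00007170*), and at 30 months between 1139 TPM (S26, *EAH_00007090*) and 3002 TPM (S20). At 8 months S3A (*EAH_00003140*) was at 20.8 TPM and S20 at 68.1 TPM, and at 25 months S3A was at 149.8 TPM and S20 at 429 TPM. The step from 25 to 29 months, to 946 TPM for S3A and 1951 TPM for S20, lies within the size-selected libraries.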

Our functional analysis of transcripts with especially great differential expression in 30-month oocysts (Table S13) identified those that increased in their relative abundance and contributed < 1000 TPM in 0 month-oocysts. This included genes encoding 40S and 60S proteins (with GO terms relating to translation, ribosome binding, regulation of cell processes, and others). The DEG experiencing the greatest increase in relative abundance at 30 months (*EAH_00040980*, ~8.5 log_2_ FC) encodes a hypothetical protein resembling many hypothetical/uncharacterized proteins in other Apicomplexa species but also a chromosome I protein in other *Eimeria* spp. Its GO terms relate to macromolecular metabolism. *EAH_00006500* (~4 log_2_ FC) encodes a hypothetical protein lacking any informative BLASTP match. 

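*EAH_00006500* rose by 4.15 (log2), from 92.3 TPM at 0 months to 1552 TPM at 30 months, and was at 722 TPM at 13 and 384 TPM at 25 months.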

Its GO terms pertain to mRNA processing, decay, splicing, and transport. *EAH_00024860* (~3 log_2_ FC) encodes an SNF7 family domain protein with associated GO terms of endosome/vesicular transport and protein transport. 

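*EAH_00024860*, of the SNF7 family of membrane-remodelling proteins, rose by 3.24 (log2), from 146 TPM at 0 months to 1280.5 TPM at 30 months, with 1408 TPM at 29 months and 84.7 TPM at 8 months.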

*EAH_00023750* (DNA repair protein) has over 22 associated GO terms pertaining to DNA damage and binding and meiotic/mitotic processes.

Other interesting genes of note included *EAH_00020350* (haloacid dehalogenase-like hydrolase domain-containing protein), which we previously identified as more abundant in unsporulated than in sporulated oocysts (cite-10). *EAH_00048600* (CHCH domain-containing protein) and *EAH_00053550* (hypothetical protein) eclipsed 5000 TPM in 30-month oocysts, each undergoing 2.7–2.8 fold (log_2_) increases in relative abundance. 

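The transcript of *EAH_00048600* rose by 3.02 (log2), from 961 to 7293 TPM, and that of *EAH_00053550* by 2.89, from 772 to 5376 TPM. At 4 months, before any size selection, they stood at 2280.4 and 2295 TPM, and at 8 months at 711 and 267 TPM.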

*EAH_00048600* is associated with GO terms related to mRNA splicing and mitochondria. *EAH_00053550* resembles a membrane-anchored ubiquitin-fold protein in *T. gondii*. *EAH_00003680* (ubiquitin/ribosomal protein CEP52 fusion protein) and *EAH_00010940* (BTB/POZ domain-containing protein) are associated with GO terms pertaining to regulation of proteolysis and ubiquitination. *EAH_00005240* (hypothetical protein) had GO terms related to protein folding and ER. Together with the aforementioned *EAH_00023750* and *EAH_00027050*, these genes appear to maintain basic cellular/repair functions and activate the unfolded protein response in dead or dying parasites.

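The ubiquitin and ribosomal protein fusion gene *EAH_00003680*, whose product is cleaved into ubiquitin and a protein of the 60S subunit, rose by 2.52 (log2), from 668 TPM at 0 months to 3592 TPM at 30 months. *EAH_00005240*, a conserved hypothetical protein, rose by 2.65, from 235 to 1389.8 TPM. Both were lowest at 8 months, at 136 and 70.2 TPM. Of 32 genes of the ubiquitin system with enough reads, 7 rose, 7 fell and 18 did not pass, with a median log2 difference of 0.33 at the 79.4th percentile of matched random lists.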

The relative abundance of genes encoding ribosomal protein subunits in aged oocysts of *E. acervulina* is noteworthy given the abundance of these proteins in other aging and dying organisms. We therefore looked more broadly among the 2086 significant DEGs, searching for related ribosomal protein-encoding genes. We found 53 genes annotated with terms “ribosomal” or “ribosome protein” (Table S9). 

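Ribosomal protein transcripts rose together between 0 and 30 months. Of 85 genes analysed with such an annotation, 63 had at least 10 reads on average, and 50 of these rose by more than 1.5 (log2), 2 fell and 11 did not pass. The median log2 difference was 2.60, above all 10000 random lists matched on reads (100th percentile), and summed TPM of the 85 genes went from 4950.5 to 29069. The members that fell were ribosomal protein S15 (*EAH_00024690*), by -4.97, and 40S protein S3 (*EAH_00027130*), by -1.52. The value for *EAH_00024690* is a rough figure, as the gene averaged under 100 TPM over both cohorts. The 30-month libraries were size-selected and those of 0 months were not. Between 13 and 30 months, both with size-selected libraries and compared after the data were seen, 34 of 64 rose, 1 fell and the median was 1.56, again above all matched lists. The annotation terms are the study's own, chosen on these samples, so the direction is not independent evidence.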

Interestingly, all but two contribute more to the transcript pool in 30-month oocysts than to the transcript pool in 0-month oocysts. Although few surpassed 1000 TPM, many underwent more than a 3–4 fold (log_2_) increase in relative expression, compared to 0-month oocysts. 

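Of the 85 ribosomal protein genes, 7 were above 1000 TPM at 30 months and 50 above 100 TPM. By more than 3 (log2) rose 25 of the 63 compared, among them 60S proteins L13 (*EAH_00033860*), from 22.8 to 477 TPM (4.53), L36 (*EAH_00016180*), from 12.8 to 228 TPM (3.97), and L5 (*EAH_00044280*), from 25.2 to 441 TPM (4.19).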

As with other significantly DEGs, these genes tended to increase their relative abundance as parasites aged, often reaching peak TPM at 29 or 30 months.

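Among the 63 ribosomal protein genes, 46 had their highest sporulated level at 29 or 30 months. Relative to all genes, the median log2(TPM + 1) of the list was -0.40 at 0 months, 0.87 at 4, -0.65 at 8, 0.88 at 13, 0.60 at 18, 1.11 at 25, 1.81 at 29 and 2.34 at 30 months. Its correlation with storage time over the 8 cohorts was r = 0.827 (exact permutation p = 0.012, adjusted p = 0.0622 over 26 lists) and rho = 0.833 (exact p = 0.0154), which does not pass the adjustment. Without the cohorts of 0 and 30 months r was 0.666, and without the 4-month cohort it was 0.919 and passed (exact permutation, adjusted p = 0.0299). The paper finds the abundance of these proteins noteworthy because they are abundant in other aging and dying organisms, and for that reason it searched the differentially expressed genes more widely.

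**Figure D4:**
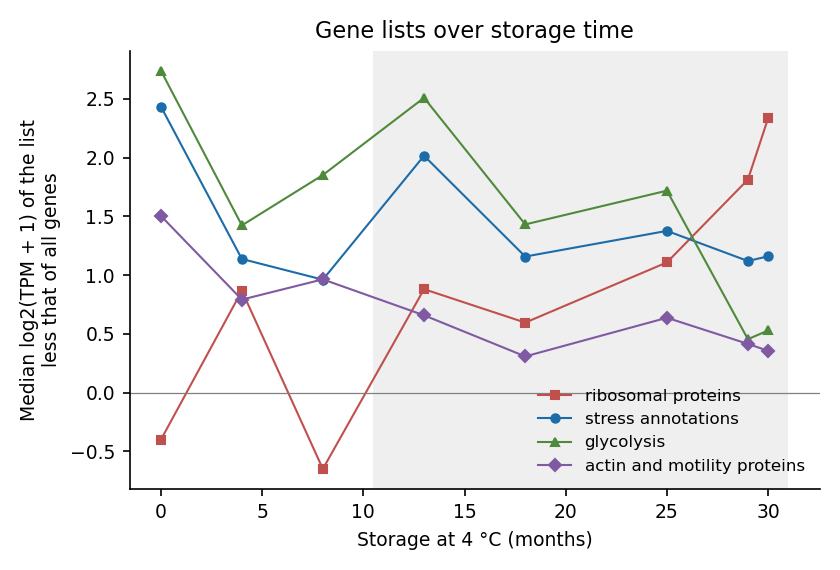
Median log2(TPM + 1) of 4 gene lists less that of all genes, against storage at 4 °C in months, 1 point per sporulated cohort; the shaded area marks the cohorts with size-selected libraries. Ribosomal proteins (squares) stood at -0.40 at 0 months and 2.34 at 30 months, while stress annotations, glycolysis and motility proteins were highest at 0 months.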

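Lower at 30 than at 0 months and still above 1000 TPM at 30 months were genes of motility, surface and sugar metabolism: actin (*EAH_00000650*), profilin (*EAH_00057690*), actin depolymerizing factor (*EAH_00045000*), a pair of SAG family members (*EAH_00059200* and *EAH_00059950*, both uncertain because of shared sequence) and glyceraldehyde-3-phosphate dehydrogenase (*EAH_00007450*). The other 5 of the 11 encode hypothetical proteins.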

Eleven of the 66 DEGs that contributed at least 1000 TPM at month 30 and underwent significant changes in relative abundance contributed less to the transcript pool at month 30 than at month 0. Their relative abundance decreased ~2–4 fold [log_2_]. Among these were some of the most abundant transcripts at month 0, and TPM for some genes surpassed 10,000 in aged cohorts. 

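Among the 11, *EAH_00017540* fell by 1.97 (log2), *EAH_00059950* fell by 1.93 and *EAH_00049200* fell by 2.90, and the falls lay between 1.74 and 4.02 in size (*EAH_00011300* and *EAH_00032920*).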

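*EAH_00049200* stood at 23247 TPM at 0 months, 13384 TPM at 4, 10952 TPM at 8, 7827 TPM at 13 and 2903 TPM at 30 months. *EAH_00059200* was at 18958 TPM and *EAH_00059950* at 16785 TPM at 25 months. *EAH_00017540* peaked at 8 months with 17392 TPM, and actin depolymerizing factor (*EAH_00045000*) went from 21048 TPM at 0 months to 2789 TPM at 30 months.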

(Table S12). It is remarkable that such genes so highly expressed in fresh oocysts maintained a relatively high abundance throughout prolonged storage at 4 °C.

### 3.11. qPCR and dPCR to Validate RNA-Seq Using Selected Genes in 0- and 30-Month Oocyst Cohorts

We aimed to investigate the expression of some genes that exhibited different expression profiles in aging oocysts. We selected three genes—*EAH_00004110*, *EAH_00020350*, and *EAH_00049190*—to validate, via qPCR and dPCR, estimates of transcript abundance derived from RNA sequencing. Diminishing RNA quality (or mRNA remaining) in older oocyst cohorts precluded accurate estimation of log_2_ fold changes in gene expression when using total RNA as template for first-strand cDNA synthesis. We observed that RNA quality decreased after 8 months; however, we were still able to create cDNA libraries for sequencing and estimate the abundance of transcripts. Therefore, we utilized double-stranded cDNA sequencing libraries as templates in qPCR and dPCR to validate RNA-Seq. *EAH_00004110* was one of the highest expressed genes in all cohorts, contributing at least 6000 TPM through senescence (constitutively expressed), and it was relatively more abundant (by ~2.3 [log_2_]) at 30 months than at 0 months. 

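In the RNA-Seq data *EAH_00004110* stood at 8682 TPM at 0 months, 20186.5 TPM at 13 months and 34027 TPM at 29 months. Its log2 difference of 0 minus 30 months was -2.38 in TPM and -2.39 in reads when taken relative to beta tubulin (*EAH_00006010*). Beta tubulin itself stood at 827 TPM at 0 months, 127 TPM at 8 months and 823 TPM at 30 months. Its log2 difference of 0 minus 30 months was 0.008 in TPM and -0.09 in reads.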

Our prior RNA-Seq work with *E. acervulina* showed this gene to be highly expressed during sporulation, and we validated estimates of this gene’s expression by qPCR [10]. *EAH_00020350* was on the lower expression spectrum but increased its expression generally from 0 to 30 months. RNA-Seq estimated it to contribute more to the 30-month transcript pool (by ~3.6 fold (log_2_) than to the 0-month transcript pool. 

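*EAH_00020350*, of the haloacid dehalogenase hydrolase superfamily, stood at 205 TPM at 0 months, 570 TPM at 4, 58.6 TPM at 8, 403 TPM at 13, 368 TPM at 18, 287 TPM at 25, 1061 TPM at 29 and 2686 TPM at 30 months. Its log2 difference of 0 minus 30 months was -3.80 in reads, -3.71 in TPM and -3.71 in reads relative to beta tubulin (*EAH_00006010*). In unsporulated oocysts it stood at 2268 TPM.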

*EAH_00049190* had high expression in all cohorts but decreased expression generally from 0 to 30 months. RNA-Seq estimated it to contribute more to the 0-month transcript pool (by ~6-fold (log_2_)) than to the 30-month transcript pool.

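*EAH_00049190* stood at 14716 TPM at 0 months, 9015 TPM at 4, 5895 TPM at 8, 1880.2 TPM at 13, 1345 TPM at 18, 1317 TPM at 25, 415 TPM at 29 and 238 TPM at 30 months, and at 75.0 TPM in unsporulated oocysts. Its log2 difference of 0 minus 30 months was 5.86 in reads and 5.95 in TPM, and 5.95 in reads relative to beta tubulin (*EAH_00006010*).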

For relative expression analysis, we assayed cDNA libraries from 0- and 30-month oocyst cohorts in qPCR to determine expression relative to Beta tubulin. For each gene, qPCR estimates of log_2_ FC expression closely approximated that determined from RNA-Seq (Figure 7).

To gain a clearer understanding of the absolute expression of genes throughout the aging process, we employed dPCR. The digital PCR data for these three genes mirrored the findings from RNA-Seq, showing consistent expression trends: *EAH_00049190* demonstrated a decreasing trend, *EAH_00004110* showed high and stable expression, and *EAH_00020350* had an increasing expression trend despite being overall less abundant (Figure 8). Moreover, these results aligned closely with the qPCR data obtained using cDNA sequencing libraries as templates, confirming the expression of certain genes even in 30-month-old oocysts.

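In the RNA-Seq data *EAH_00049190* declined at every step from 0 to 30 months, *EAH_00020350* moved both ways until 25 months and then increased, and *EAH_00004110* varied between 6754 TPM at 8 months and 45204 TPM at 30 months. The qPCR and dPCR measurements themselves are not analysed here.

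**Figure D5:**
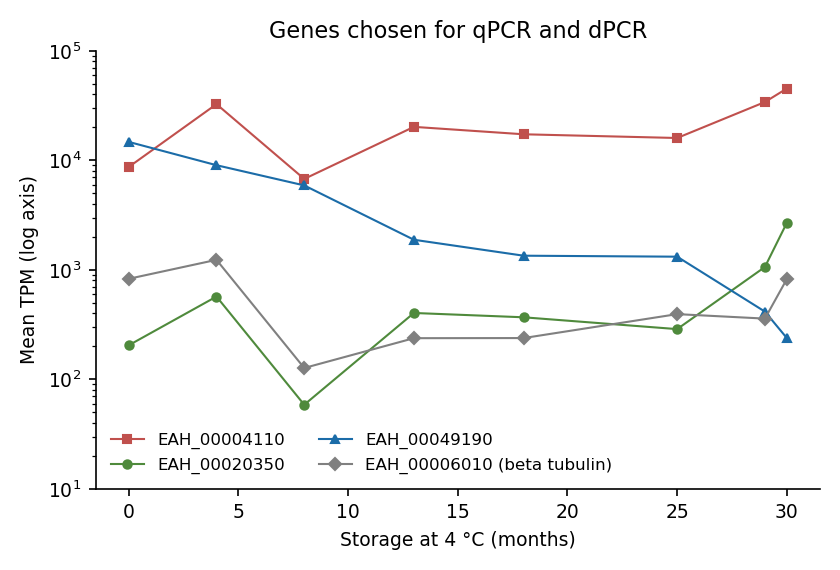
Mean TPM of the 3 genes assayed by qPCR and dPCR and of beta tubulin (*EAH_00006010*) in the sporulated cohorts, on a log axis, against storage at 4 °C in months. *EAH_00049190* (triangles) went from 14716 to 238 TPM and *EAH_00020350* (circles) from 205 to 2686 TPM between 0 and 30 months.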

## 4. Discussion

Our past RNA-Seq work using *Eimeria* surrogates [10,11] focused on identifying viability biomarkers in developing oocysts. In three species (*E. acervulina*, *E. maxima,* and *E. tenella* [unpublished data]), we demonstrated that particular genes undergo increased relative expression during the progression from unsporulated to sporulated (infectious) oocysts. Here, we extended this approach to identify highly expressed *E. acervulina* genes that undergo changes in their relative abundance through 30 months of storage at 4 °C.

Distinguishing viable from non-viable coccidian oocysts could find broad application. For *Eimeria,* such tools could verify efficacious oocyst cohorts intended for use as vaccines. For *Cyclospora cayetanensis,* no existing diagnostic assay distinguishes viable from dead parasites. Briefly, the U.S. Food and Drug Administration (FDA) established a TaqMan qPCR method targeting the 18S rRNA gene to identify *C. cayetanensis* in fresh produce [29,30,31,32]. This method has been validated in multiple laboratories [33,34], and its use has been extended to other matrices [35,36,37,38,39,40]. However, non-specificity of these assays necessitated development of additional assays, mostly focusing on mitochondrial targets [41,42,43,44]. Neither diagnostic assay differentiates viable, infectious oocysts from the DNA of dead parasites contaminating food or water. An assay that incorporates a biomarker of viability would help assess risk, greatly complementing current diagnostic targets.

We accomplished this study despite notable degradation in the yield and quality of RNA achievable from aging oocyst cohorts (which decreased greatly after 8 months of storage at 4 °C), and despite the limitation this placed on the depth of sequencing. Over time, oocyst cohorts degraded to the point that total RIN values were <2. Therefore, intact mRNA convertible to cDNA during library preparation was very low, and only sub-picomolar library concentrations could be achieved for some cohorts. This limited us to sequencing libraries on an instrument (MiSeq) that tolerates lower library concentrations than required by higher-depth sequencing instruments necessary to assess the contributions of rare transcripts. Recommendations for mRNA sequencing vary. The Encyclopedia of DNA Elements project [45], which focuses on identifying functional elements in human and mouse genomes, suggests 20–30 million aligned paired-end reads suffice to evaluate transcriptional profiles of polyA+ mRNA selected samples. However, Illumina documentation suggests 5–25 million reads/sample suffice to identify highly expressed genes [46].

In this study, sequencing yielded at least 1 million paired-end reads/replicate within a cohort, achieving high correlation among replicates and detecting many genes undergoing significant changes in relative abundance. The more limited scale of a MiSeq arguably compromised estimates of the abundance of scarce transcripts, but consistency across technical replicates substantiated the stability of estimates of the identity and relative abundance of major transcripts. In our prior experience, insights derived from this modest scale strongly predicted results subsequently achieved via deep sequencing (e.g., NextSeq 500 [10] or NextSeq 2000 [11]). Furthermore, these data agree strongly with previous discovery of constitutively expressed and over-expressed genes in sporulated oocysts of *E. acervulina* subjected to deep sequencing [10]. Studies in other systems showed that MiSeq scale sequencing suffices to produce robust estimates of gene expression, even from formalin-fixed paraffin-embedded tissues [47,48,49,50]. Although deeper sequencing coverage enables more precise estimation of the contribution of minor transcripts, the reproducibility of our estimates (across replicates and across studies) substantiated our belief that these estimates reflect biological realities for the major transcripts herein identified.

Our results found that senescent parasites (which we showed to be non-infectious in a previous study [13]) either still maintain active transcription or possess persistent mRNA that could still be transformed to cDNA and sequenced. Oocysts stored at 4 °C for 29 or 30 months appeared to have reduced mRNA, and yet some transcripts that are abundant remain so in storage. These takeaways from our study support this assertion:

- Constitutively expressed genes exhibited high transcript abundance even in cohorts that should be non-infectious in chickens (29, 30 months), on par with cohorts that had been stored at 4 °C for a shorter period. These genes and others are in common with highly expressed constitutively expressed genes in our previous *E. acervulina* RNA-Seq [10]. Many of the highest-expressed genes encode proteins that function in cellular metabolism, perform house-keeping functions, and prepare sporocysts for future invasion (e.g., SAGs). These data reinforce the idea that these genes are likely important markers of sporulation and perhaps viability.
- Fifty-five significantly differentially expressed genes with high abundance were identified in 30-month-old oocysts, and a majority (83%) were upregulated in 30-month vs. 0-month oocysts.
- Genes with increased relative abundance and log_2_ FC in 30-month oocysts encode genes functioning in assorted cellular processes, indicating that dead/dying oocysts activate cellular functions and repair machinery or initiate survival strategies while in storage.
- qPCR validated RNA-Seq for genes that were constitutively expressed in all cohorts (*EAH_00004110*) or more abundant in 30-month-old oocysts (*EAH_0004110, EAH_00020350*).

We cannot state for sure if transcript abundance is due to active transcription of some population of oocysts, but even so, this must be those with the inability to produce infection. All cohorts (save, perhaps, 29 and 30 months) included some metabolically active oocysts (remaining infectious even after years of storage). Nonetheless, an inoculum of 150,000 oocysts of *E. acervulina,* stored at 4 °C for 27 months, still sufficed to establish infection [13]; we do not know how many such survivors are required to achieve that outcome, but no infection was observed after 30 months of refrigerated storage. Older cohorts accumulated visibly dead and dying oocysts, as our morphological observations showed an accumulation of deformed and granule-containing structures within oocysts through time. This is consistent with a recent study showing such structures in aged oocysts held at 4 °C, which autofluoresce [12]. Any undegraded RNA in these oocysts would contribute to the libraries we sequenced; our methods did not afford the means to estimate any such contribution. Furthermore, we did not attempt to estimate populations of viable vs. non-viable oocysts in each cohort prior to RNA-Seq. Therefore, we acknowledge the possibility that some population of viable oocysts exists in all cohorts. Studies in *Cryptosporidium parvum* showed gradual degradation of some gene encoding mRNAs (e.g., β-tubulin) in heat-shocked oocysts and oocysts stored for prolonged periods at 4 °C [51,52], but transcripts persist and can still be detectable in infectious oocysts stored for 39 weeks. We did not include internal control groups (e.g., a transcription inhibition control) that could have helped explain if high transcript abundance is due to resistance to degradation or persistent active transcription during oocyst aging. Such an experiment would be interesting to include in the future to facilitate clarifying this matter.

A major goal of this work was to identify viability markers by interrogating differences in gene expression between the newest and oldest sporulated oocysts. A major takeaway for upregulated DEGs at 0 months was that the more abundant transcripts did not necessarily undergo the greatest change in relative expression when compared to oocysts stored for 30 months. Of particular interest was *EAH_000032920* (hypothetical protein), which contributed ~25,000 TPM at 0 months, over 4-fold (log_2_) greater relative expression than at 30 months. We previously reported this gene was highly expressed in sporulated *E. acervulina* oocysts [10], and its likely homolog in *E. maxima* (*EMWEY_00001470* = hypothetical protein) was highly differentially expressed in sporulated oocysts of two strains of *E. maxima* compared to unsporulated oocysts [11]. The relative abundance of *EAH_00032920* in sporulated oocysts exceeded that in unsporulated oocysts by 10-fold log_2_ in these previous studies; here, too, its expression in newly sporulated oocysts exceeded its expression in unsporulated oocysts to a similar degree. *EAH_00032920* displayed a progressive decrease in expression in sporulated oocysts through 30 months of storage at 4 °C, but its relative predominance in the transcript pool never dipped below ~1400 TPM. Therefore, these transcripts are likely important to sporulated *Eimeria* spp. oocysts and hold promise as markers to age sporulated oocysts; we wish to investigate these further in related species, including *C. cayetanensis*.

Our functional analysis of upregulated DEGs in 0-month oocysts revealed several categories, including those with stress response functions (heat shock and accessory proteins, peroxisomal catalase, peroxiredoxin, superoxide dismutase). Although not always contributing the greatest TPM, these genes were sometimes differentially expressed more than 4-fold (log_2_). Genes encoding stress response functions generally decreased in relative expression as parasites aged and were <1000 TPM by 30 months. Furthermore, genes encoding enzymes in metabolic pathways and invasion/motility/cell recognition were also upregulated at 0 months. Yet, aged oocysts still maintained high abundance of genes like *EAH_00057690* (profilin family protein) and *EAH_00059200* (SAG family member) that, although expressed >20,000 TPM at month 0, still had at least 3400 TPM at month 30. Some of these genes previously proved highly differentially expressed and upregulated in our previous studies of *E. acervulina* and *E. maxima* sporulating oocysts [10,11]; thus, their presence is likely normal in demarcating mature oocysts. The decreased abundance of heat shock proteins (HSPs) in senescent oocysts may be a signal in a population of mostly non-viable oocysts. HSPs are expressed more highly in sporulated oocysts of multiple apicomplexan species, including *Eimeria*, *Plasmodium*, and *Toxoplasma* [10]. Since they may play roles in parasite development, survival, and stress response, it stands to reason that aging oocysts lack expression of these genes that factor in maintaining viability. Interestingly, we found that some downregulated transcripts at 0 months exceeded 1000 TPM at both 0 and 30 months. Many genes encode hypothetical proteins that function in cellular transport/protein processing, whereas others pertain to histones and chromatin changes. Together, these data show that groups of stress response and other metabolic and cellular proteins are normally expressed in viable, sporulated oocysts and decrease their relative abundance markedly in non-viable oocysts. By contrast, transcripts involved in critical cellular activities such as endomembrane systems and chromatin remodeling remain at high relative abundance in the oldest oocysts. Organelle transport and chromatin remodeling may be upregulated processes important to eukaryotic senescence and reflected in the transcript pool for survival or alteration of gene expression profiles [53,54,55] (although not necessarily representing infectious oocysts).

Focusing on upregulated DEGs in 30-month oocysts, often the greatest transcript abundance was for genes with moderate to low differential expression. A major finding was that several of the upregulated 30-month oocyst genes encode ribosomal proteins. Six genes encoding 40S and 60S ribosomal subunits had > 3 log_2_ FC compared to 0-month oocysts, with very low TPM in 0-month oocysts. A more global analysis within the total of significant DEGs found 53 genes with likely ribosomal function, and almost all had higher TPM in 30-month oocysts. The increased abundance of ribosomal protein-encoding transcripts may be due to their inherent stability, even at cold temperatures [56], and need to assemble the large and rigid ribonucleoprotein complex for translation. *C. parvum* oocysts stored at room temperature or exposed to heat maintain 18S rRNA transcription for longer periods compared to other transcripts [51]. Alternatively, the persistence of ribosomal unit-encoding mRNAs may represent a shift towards basic cellular processes or integrated stress response [53], or the differential persistence of ribosomal subunits as the pool of messenger RNA degrades as metabolism and transcription diminish. Recent work reported *P. falciparum* degrades ribosomal RNA and switches rRNA types during its development, which could be important for regulating quiescence [57].

## 5. Conclusions

This study of *E. acervulina* oocysts stored at 4 °C provides a starting point for understanding what coccidian parasites may undergo during refrigerated conditions typical of produce packing, shipping, and storage. Warmer and more variable environmental conditions likely hasten senescence and non-viability [13]. Such knowledge would be valuable for monitoring *Eimeria* oocyst viability in the poultry industry and could be translatable to *Cyclospora* environmental diagnostics and control. Given the global effects of coccidiosis on poultry production and cyclosporiasis outbreaks in humans, it is more important than ever that we have reliable detection tools. Although we have recently developed microscopic and artificial intelligence–based tools to discriminate viable from non- -viable oocysts, there are currently no molecular biomarkers capable of distinguishing live from dead oocysts, which presents a serious challenge for ensuring *Eimeria* vaccines elicit adequate protective immunity in chickens. By the same token, cyclosporiasis diagnostics cannot accurately assess the risk of infection from oocysts detected on produce or in water.

Our data provide genes to validate as potential markers for viable oocysts and prompt further studies, including evaluating panels of *Eimeria* genes by more sensitive and rapid assays such as dPCR. dPCR may detect and quantify known and low abundant transcripts, including those that have high log fold changes in live vs. dead oocysts. Furthermore, the experiments here provide valuable surrogate data for *C. cayetanensis,* which is harder to obtain, more dangerous to manipulate, and slower to mature. Ultimately, the methods elaborated using *Eimeria* surrogates should prove useful in illuminating sporulation and senescence in *Cyclospora* via direct empirical tests. Homologous transcripts in *C. cayetanensis* are accessible from published genomic data, and similar methods could be applied for viability studies of oocysts in contaminated food and water sources. Produce growers, public health agencies, and other regulators would clearly benefit from novel tools capable of sensitive and efficient detection of viable *C. cayetanensis*.

## Figures and Tables

**Figure 1:**
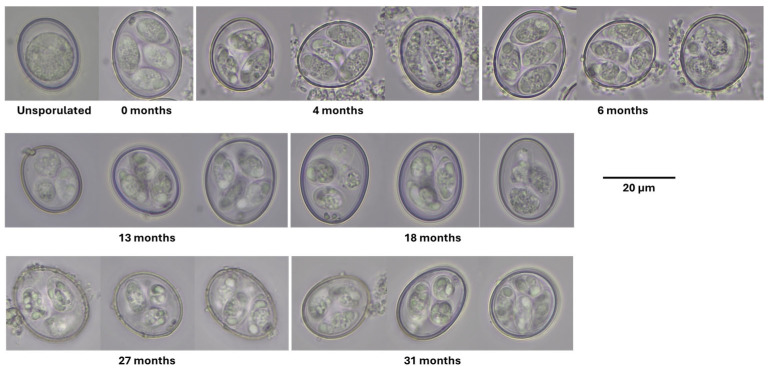
Microscopy of cohorts of aged *E. acervulina* oocysts stored at 4 °C for 0 to 31 months. Oocyst cohorts selected for imaging were approximate to the times that oocysts were held at 4 °C for RNA-Seq. Images of unsporulated and 0-month-old sporulated oocysts display well-defined sporocyst walls and sporozoites. However, as the parasites age, the sporocysts become distorted, and the sporozoites appear less well-defined and accumulate granular structures, particularly in the 4- to 6-month-old oocysts. Oocysts stored for longer periods (from 13 months to 31 months) appear shrunken and degraded; their granularity persisted. A scale bar (20 μm) is provided for reference.

**Figure 2:**
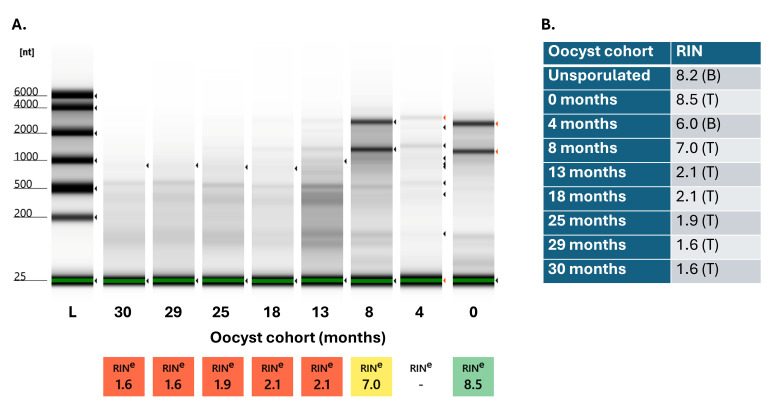
Assessment of the quality of sequenced RNA pools. (**A**). Tapestation results: Left to right— High sensitivity DNA ladder (L) with nucleotide (nt) sizes marked, 30 months, 29 months, 25 months, 18 months, 13 months, 8 months, 4 months, and 0 months. The 4-month sample had an experimental error, so an RNA Integrity Number (RIN) value was not produced by the Tapestation software. An unsporulated oocyst RNA sample was also not part of this image. (**B**). RNA quality (RIN) by Bioanalyzer (B) or Tapestation (T) for cohorts of unsporulated and sporulated oocysts. Note: Unsporulated and 4-month sample Bioanalyzer (B) data are included in the table.

**Figure 3:**
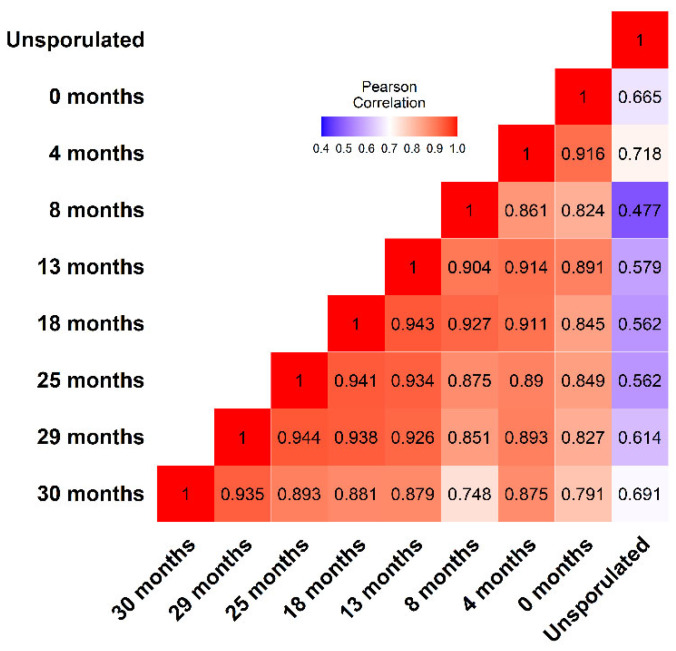
Pearson’s correlation matrix of transcription between unsporulated and aged cohorts of sporulated *E. acervulina* oocysts. Mean log_2_ of mapped reads from three technical replicates per time point was compared for each group.

**Figure 4:**
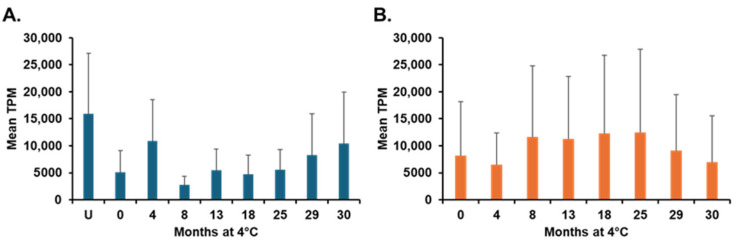
Comparison of mean TPM for constitutively expressed genes identified in aged cohorts of *E. acervulina* oocysts. (**A**). For all cohorts (including unsporulated oocysts), 30 shared genes were identified; their expression was greatest in unsporulated oocysts. (**B**). By excluding unsporulated oocysts, an additional 30 genes contributed > 1000 TPM throughout the 30-month period. TPM was elevated in cohorts stored at 4 °C from 8 to 25 months. The X-axis indicates the stage and age of the oocysts. Unsporulated oocysts are marked by U, whereas 0 to 30 months represent the age of the sporulated oocysts. The Y-axis indicates the mean TPM. Bars on the graph show the standard deviation of TPM in cohorts.

**Figure 5:**
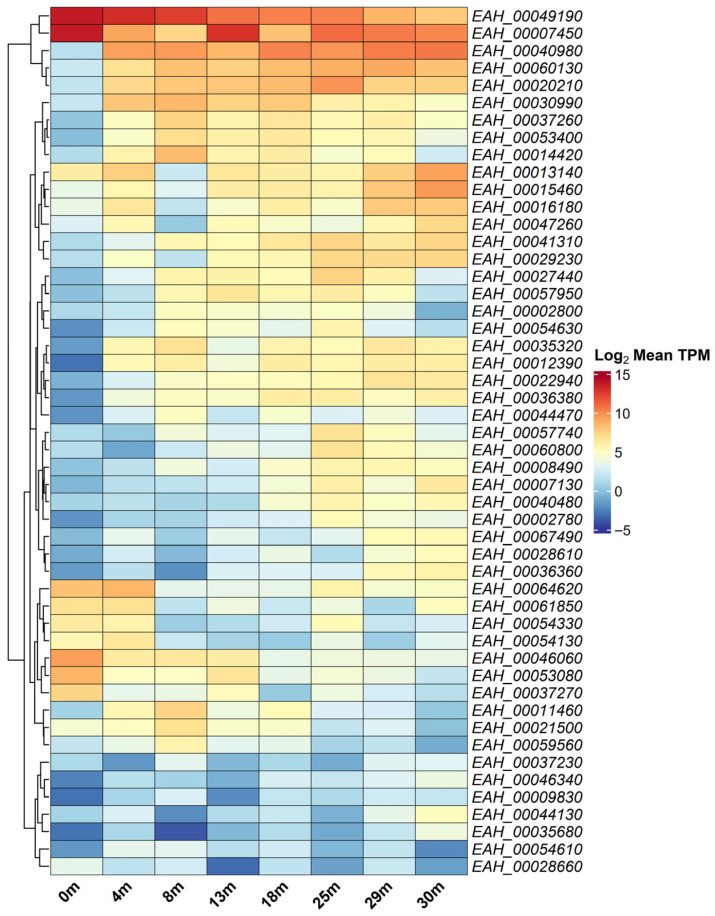
The heatmap displays the 50 genes whose relative abundance changes most through time in aged sporulated oocysts. Most of these genes increase in relative abundance as parasites age; fewer diminish in their relative abundance. Expression variation is displayed for log_2_ mean TPM.

**Figure 6:**
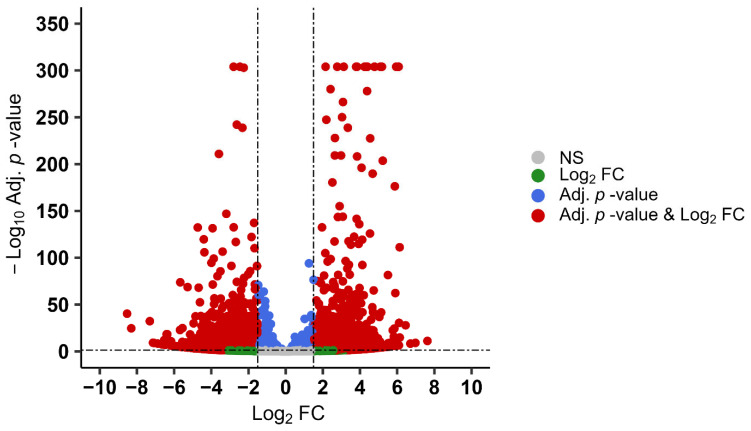
Major differential transcripts that markedly increase, or decrease, in relative abundance after *E. acervulina* oocysts underwent 30 months of storage (compared to those just sporulated). Of 5622 genes whose transcript abundance sufficed to test for statistical significance in expression differences, 2086 (37%) underwent a change of >1.5 or <−1.5 log_2_ Fold Change (FC), with an adjusted *p* < 0.05 (Adj. *p*-value). Of these significant DEGs, 1086 contributed more to the transcriptome at 0 months; 1000 contributed more to the transcriptome after 30 months of storage. The X-axis indicates the log_2_ FC, whereas the Y-axis represents the log_10_ adjusted *p*-value.

**Figure 7:**
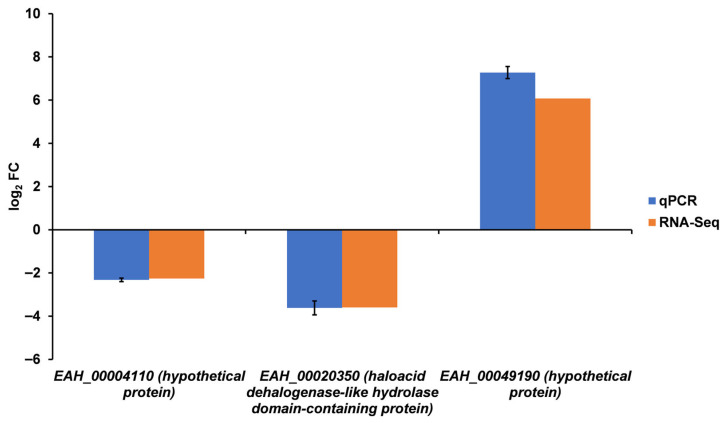
Relative expression of selected genes correlates highly between RNA-Seq and qPCR assays for comparing 0- and 30-month-old oocysts. The log_2_ fold change (FC) using qPCR and RNA-Seq (differential expression by DESeq2) is compared between the two cohorts: genes are up- or downregulated in 0-month vs. 30-month oocysts. Error bars depict standard deviation among mean qPCR estimates from three replicate trials that each employed three technical replicates per cohort.

**Figure 8:**
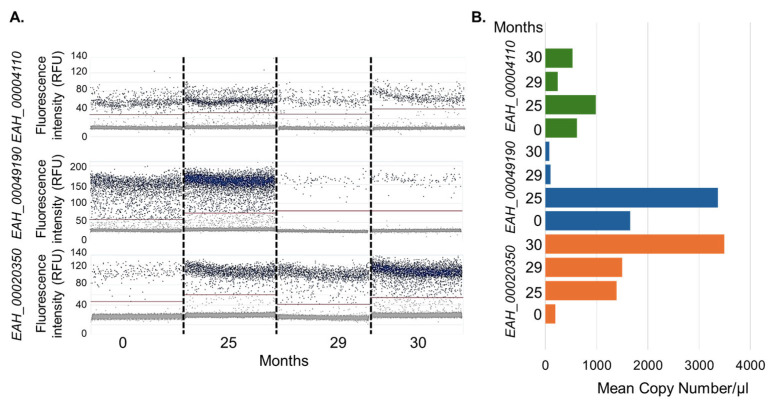
Estimation of absolute gene expression using digital PCR across various aged cohorts. (**A**). Digital qPCR data obtained for genes *EAH_00004110*, *EAH_00020350*, and *EAH_00049190* using double-stranded cDNA sequencing libraries as templates. The absolute expression is represented for three replicates each at 0, 25, 29, and 30 months, displayed from left to right in each gene graph. The X-axis indicates the fluorescence intensity of each nano-partition, with each dot representing a nano-partition. (**B**). Mean copy number calculations for each gene at 0, 25, 29, and 30 months. Each experiment was conducted in three replicates. The fluorescence intensity values of nano-partitions were converted into mean copy numbers/μL using QIAcuity software.

**Table 1:** Summary and descriptive statistics of RNA-Seq data for different-aged groups of *E. acervulina* oocysts.

Time (Months Held at 4 °C)	Replicate *	Reads	Mapped Reads	Mapped Reads (%)	Mean Mapped Reads per Triplicate	Mapped Reads SD per Triplicate
Unsporulated	r1	1,697,936	1,541,043	90.8%		
	r2	2,369,306	2,158,594	91.1%		
	r3	1,621,188	1,475,095	91.0%	1,724,911	377,025
0	r1	1,056,156	989,227	93.7%		
	r2	1,428,778	1,338,083	93.7%		
	r3	1,922,402	1,800,033	93.6%	1,375,781	406,715
4	r1	1,932,934	1,769,283	91.5%		
	r2	1,577,872	1,447,357	91.7%		
	r3	1,154,220	1,059,317	91.8%	1,425,319	355,496
8	r1	1,768,566	1,646,156	93.1%		
	r2	1,063,808	986,234	92.7%		
	r3	1,441,558	1,336,908	92.7%	1,323,099	330,178
13	r1	2,693,428	2,455,852	91.2%		
	r2	2,000,036	1,776,589	88.8%		
	r3	2,016,682	1,826,678	90.6%	2,019,706	378,543
18	r1	1,686,672	1,496,423	88.7%		
	r2	1,423,034	1,298,344	91.2%		
	r3	2,069,778	1,602,892	77.4%	1,465,886	154,553
25	r1	1,331,836	1,162,816	87.3%		
	r2	1,622,294	1,407,671	86.8%		
	r3	1,858,120	1,583,341	85.2%	1,384,609	211,209
29	r1	1,848,712	1,532,820	82.9%		
	r2	2,321,444	1,935,628	83.4%		
	r3	1,741,658	1,547,683	88.9%	1,672,044	228,392
30	r1	1,803,484	1,451,531	80.5%		
	r2	2,296,274	1,817,005	79.1%		
	r3	1,400,300	1,083,828	77.4%	1,450,788	366,589

* RNA-Seq was performed on three technical replicates (designated r1, r2, r3) from each group.

**Table 2:** RNA-Seq expression analytics for *E. acervulina* aged oocyst cohorts.

Time (Months)	Abundance of Most Transcribed Gene (TPM *)	Most Transcribed Gene	Number of Genes				
			TPM >1000	TPM >100	TPM <100	Upregulated **	Downregulated **
Unsporulated	42,895	*EAH_00004110*	105	926	5941	1757	1011
0	42,112	*EAH_00059200*	143	1011	5856	N/A	N/A
4	32,552	*EAH_00004110*	126	1036	5831	602	537
8	51,548	*EAH_00022290*	160	1089	5778	1146	934
13	42,713	*EAH_00015590*	140	957	5910	647	584
18	54,352	*EAH_00022290*	139	1024	5843	828	745
25	60,279	*EAH_00015590*	129	976	5891	618	879
29	44,470	*EAH_00015590*	134	998	5869	890	913
30	45,204	*EAH_00004110*	128	1001	5866	1086	1000

* Transcripts per million (TPM), averaged among technical replicates, for each group. Unsporulated oocysts were collected prior to sporulating oocysts for 24 h (0 months). ** Genes expressed significantly more, or less in aged sporulated cohorts, than at 0 months; pairwise differential expression thresholds of >1.5 or <-1.5 log_2_ fold change (FC) and adjusted *p*-value < 0.05.

## Data Availability

The data discussed in this publication have been deposited into NCBI’s Gene Expression Omnibus (GEO) [58] and are accessible through GEO Series accession number GSE306186 and https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE306186.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/microorganisms14051116/s1, Table S1. Oligonucleotides used for qPCR and dPCR in this study. Gene names and annotated protein descriptions (columns A,B), 5’-3’ oligonucleotide sequence (column C), and suggested final concentration (nM, nanomolar) for use (column D) are included. Sequences for most genes were previously reported in [10]; sequences for genes *EAH_00020350* and *EAH_00049190* are novel to this work. Table S2. Log_2_ mapped reads for replicate samples of unsporulated and sporulated *E. acervulina* oocyst cohorts in this study. Included are the *E. acervulina* gene name (column A) and log_2_-tranformed reads per cohort (three replicates per time point)—Unsporulated (columns E–G), 0 months (columns H–J), 4 months (columns K–M), 8 months (columns N–P), 13 months (columns Q–S), 18 months (columns T–V), 25 months (columns W–Y), 29 months (columns Z–AB), and 30 months (columns AC–AE). Additionally, Pearson product correlations of mean log_2_ mapped reads between cohort replicates are displayed in columns AH–BI. Table S3. Mean log_2_ mapped reads for unsporulated and sporulated *E. acervulina* oocyst cohorts in this study. Included are the *E. acervulina* gene name (column A), annotated protein description (column B), nucleotide sequence (column C), amino acid sequence (column D), mean log_2_ (from three replicates) mapped reads for each study cohort—Unsporulated, 0 months, 4 months, 8 months, 13 months, 18 months, 25 months, 29 months, 30 months (columns E–M). Table S4. Mean and standard deviation (SD) for transcripts per million (TPM) for unsporulated and sporulated *E. acervulina* oocyst cohorts in this study. Included are the *E. acervulina* gene name (column A), annotated protein description (column B), nucleotide sequence (column C), amino acid sequence (column D), mean TPM per cohort (from three replicates)—Unsporulated (columns E), 0 months (column F), 4 months (column G), 8 months (column H), 13 months (column I), 18 months (column J), 25 months (column K), 29 months (column L), and 30 months (column M). The corresponding SD of TPM per cohort is given in columns O–W. Table S5. Constitutively expressed genes shared by unsporulated and sporulated *E. acervulina* oocyst cohorts in this study. Included are the *E. acervulina* gene name (column A), annotated protein description (column B), nucleotide sequence (column C), amino acid sequence (column D), mean transcripts per million (TPM) per cohort—Unsporulated (columns E), 0 months (column F), 4 months (column G), 8 months (column H), 13 months (column I), 18 months (column J), 25 months (column K), 29 months (column L), and 30 months (column M). The overall mean TPM for each gene (calculated for all cohorts) is displayed in column N, and the corresponding overall standard deviation (SD) of TPM is given in column O. Bolded genes (*n* = 4) did not meet constitutive gene criteria in our previously published *E. acervulina* RNA-sequencing study [10]. Table S6. Shared constitutively expressed genes identified for *E. acervulina* sporulated oocyst cohorts. Included are the *E. acervulina* gene name (column A), annotated protein description (column B), nucleotide sequence (column C), amino acid sequence (column D), mean transcripts per million (TPM) per sporulated oocyst cohort—0 months (column E), 4 months (column F), 8 months (column G), 13 months (column H), 18 months (column I), 25 months (column J), 29 months (column K), and 30 months (column L). The overall mean TPM for each gene (calculated for 0–30 month sporulated cohorts) is displayed in column M, and the corresponding overall standard deviation (SD) of TPM is given in column N. Genes colored in red (*n* = 30) are those unique to sporulated oocysts, as they did not have >1000 mean TPM in unsporulated oocysts. Bolded genes (*n* = 13) did not meet constitutive gene criteria in our previously published *E. acervulina* RNA-sequencing study [10]. Table S7. Functional analysis of constitutively expressed genes shared by unsporulated and sporulated *E. acervulina* oocyst cohorts. Included are the *E. acervulina* gene names and original gene annotations in columns A and B, respectively. The overall mean transcripts per million (TPM) (for all replicates and cohorts in the study) for each gene is listed in column C. BLASTP data include the length of the protein (column D), overall number of BLASTP hits found (column E), hit e-value (column F), the mean percent similarity for hits (column G), BLAST hit description (column H), and best other BLASP hit (column I; not applicable [N/A] if sufficient annotation already existed). Gene Ontology (GO) data include number of GO terms (column J), GO ID numbers (column K; C = Cellular Component, F = Molecular Function, P = Biological Process), and GO term names (column L), Enzyme Commission (EC) number(s) linked to the GO terms of a given sequence (column M), EC enzyme names (column N). InterPro data include ID names (column O), GO ID numbers (column P), and GO names (column Q). KEGG pathways are displayed in column R. Bolded genes (*n* = 4) did not meet constitutive gene criteria in our previously published *E. acervulina* RNA-sequencing study [10]. Table S8. Functional analysis of shared constitutively expressed genes in *E. acervulina* sporulated oocysts cohorts. Included are the *E. acervulina* gene names and original gene annotations in columns A and B, respectively. The overall mean transcripts per million (TPM) (for all replicates and cohorts in the study) for each gene is listed in column C. BLASTP data include the length of the protein (column D), overall number of BLASTP hits found (column E), hit e-value (column F), the mean percent similarity for hits (column G), BLAST hit description (column H), and best other BLASP hit (column I; not applicable [N/A] if sufficient annotation already existed). Gene Ontology (GO) data include number of GO terms (column J), GO ID numbers (column K; C = Cellular Component, F = Molecular Function, P = Biological Process), and GO term names (column L), Enzyme Commission (EC) number(s) linked to the GO terms of a given sequence (column M), EC enzyme names (column N). InterPro data include ID names (column O), GO ID numbers (column P), and GO names (column Q). KEGG pathways are displayed in column R. Bolded genes (*n* = 12) did not exceed 1000 mean TPM in sporulated oocysts in our previously published *E. acervulina* RNA-sequencing study [10]. Table S9. Significantly differentially expressed genes (DEGs) expressed between 0- and 30-month *E. acervulina* sporulated oocysts. Included are the *E. acervulina* gene name (column A), annotated protein description (column B), nucleotide sequence (column C), amino acid sequence (column D), differential expression log_2_ ratio (column E), and adjusted *p*-value (column F). DEGs reported here are genes expressed significantly more when comparing 0- and 30-month oocyst cohorts in DESeq pairwise comparison, meeting thresholds of >1.5 or < −1.5 log_2_ fold change (FC) and adjusted *p* < 0.05. The values here show genes upregulated or downregulated in 0-month oocysts. Table S10. Significantly differentially expressed genes (DEGs) between 0–30 month *E. acervulina* sporulated oocysts, genes >1000 TPM in 0-month oocysts. Included are the *E. acervulina* gene name (column A), annotated protein description (column B), nucleotide sequence (column C), amino acid sequence (column D), mean transcripts per million (TPM) per sporulated oocyst cohort—0 months (column E) and 30 months (column F). The overall mean TPM for each gene (calculated for 0–30-month sporulated cohorts) is displayed in column G. The differential expression (DE) log_2_ fold change and differential expression adjusted (Adj.) *p*-values are shown in columns H and I, respectively. DEGs reported here are genes expressed significantly more in 0–30 months DESeq pairwise comparison, meeting thresholds of >1.5 or <−1.5 log_2_ fold change (FC) and adj. *p* < 0.05 with >1000 mean TPM at 0 months. Table S11. Functional analysis of significantly differentially expressed genes (DEGs) between 0–30 month *E. acervulina* sporulated oocysts, genes >1000 TPM in 0-month oocysts. Included are the *E. acervulina* gene name (column A), annotated protein description (column B), mean transcripts per million (TPM) per sporulated oocyst cohort—0 months (column C) and 30 months (column D). The differential expression (DE) log_2_ fold change and differential expression adjusted (Adj.) *p*-values are shown in columns E and F, respectively. BLASTP data include the length of the protein (column G), overall number of BLASTP hits found (column H), hit e-value (column I), the mean percent similarity for hits (column J), BLAST hit description (column K), and best other BLASP hit (column L; not applicable [N/A] if sufficient annotation already existed). Gene Ontology (GO) data include number of GO terms (column M), GO ID numbers (column N; C = Cellular Component, F = Molecular Function, P = Biological Process), and GO term names (column O), Enzyme Commission (EC) number(s) linked to the GO terms of a given sequence (column P), EC enzyme names (column Q). InterPro data include ID names (column R), GO ID numbers (column S), and GO names (column T). KEGG pathways are displayed in column U. DEGs reported here are genes expressed significantly more in 0–30 months DESeq pairwise comparison, meeting thresholds of >1.5 or <−1.5 log_2_ fold change (FC) and adj. *p* < 0.05 with >1000 mean TPM at 0 months. Table S12. Significantly differentially expressed genes (DEGs) expressed between 0–30 month *E. acervulina* sporulated oocysts, genes >1000 TPM in 30-month oocysts. Included are the *E. acervulina* gene name (column A), annotated protein description (column B), nucleotide sequence (column C), amino acid sequence (column D), mean transcripts per million (TPM) per sporulated oocyst cohort—0 months (column E) and 30 months (column F). The overall mean TPM for each gene (calculated for 0–30-month sporulated cohorts) is displayed in column G. The differential expression (DE) log_2_ fold change and differential expression adjusted (Adj.) *p*-values are shown in columns H and I, respectively. DEGs reported here are genes expressed significantly more in 0–30 months DESeq pairwise comparison, meeting thresholds of >1.5 or <−1.5 log_2_ fold change (FC) and adj. *p* < 0.05 with >1000 mean TPM at 30 months. Table S13. Functional analysis of significant DEGs expressed between 0–30 month *E. acervulina* sporulated oocysts, genes >1000 TPM in 30-month oocysts. Included are the *E. acervulina* gene name (column A), annotated protein description (column B), mean transcripts per million (TPM) per sporulated oocyst cohort—30 months (column C) and 0 months (column D). The differential expression (DE) log_2_ fold change and differential expression adjusted (Adj.) *p*-values are shown in columns E and F, respectively. BLASTP data include the length of the protein (column G), overall number of BLASTP hits found (column H), hit e-value (column I), the mean percent similarity for hits (column J), BLAST hit description (column K), and best other BLASP hit (column L; not applicable [N/A] if sufficient annotation already existed). Gene Ontology (GO) data include number of GO terms (column M), GO ID numbers (column N; C = Cellular Component, F = Molecular Function, P = Biological Process), and GO term names (column O), Enzyme Commission (EC) number(s) linked to the GO terms of a given sequence (column P), EC enzyme names (column Q). InterPro data include ID names (column R), GO ID numbers (column S), and GO names (column T). KEGG pathways are displayed in column U. DEGs reported here are genes expressed significantly more in 0–30 months DESeq pairwise comparison, meeting thresholds of >1.5 or <−1.5 log_2_ fold change (FC) and adj. *p* < 0.05 with >1000 mean TPM at 30 months.

## Abbreviations

The following abbreviations are used in this manuscript:

Adj. *p*-value	Adjusted *p*-value
AI	Artificial Intelligence
ATPase	Adenosine triphosphatase
BLAST	Basic Local Alignment Search Tool
CAMK	Ca2+/calmodulin-dependent protein kinase
cDNA	Complementary DNA
CDS	Coding DNA Sequence
CRIS	Current Research Information System
DEG(s)	Differentially Expressed Gene(s)
DNA	Deoxyribonucleic acid
Dnase	Deoxyribonuclease
EC	Enzyme Commission
eggNOG	Evolutionary genealogy of genes: Non-supervised Orthologous Groups
ENCODE	Encyclopedia of DNA Elements
ER	Endoplasmic Reticulum
FC	Fold change
FDA	Food and Drug Administration
GEO	Gene Expression Omnibus
GO	Gene Ontology
KEGG	Kyoto Encyclopedia of Genes and Genomes
mRNA	Messenger RNA
NCBI	National Center for Biotechnology Information
PCR	Polymerase Chain Reaction
qPCR	Quantitative PCR
RIN	RNA Integrity Number
RNA	Ribonucleic acid
rRNA	Ribosomal RNA
Rnase	Ribonuclease
RNA-Seq	RNA Sequencing
SAG(s)	Surface Antigen(s)
SD	Standard Deviation
TPM	Transcripts Per Million
U.S.	United States
USA	United States of America
USDA	United States Department of Agriculture

How the deposited data were processed for this re-analysis (not part of the article)

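RNA-Seq libraries of *E. acervulina* oocysts were analysed for 9 cohorts, unsporulated oocysts and sporulated oocysts stored at 4 °C for between 0 and 30 months, with 3 libraries per cohort (27 in all). The authors trimmed the reads with BBDuk 38.84, mapped them with the Geneious RNA mapper to the annotated genome of the Houghton strain (assembly EAH001) and counted them per coding sequence. The deposited TPM values were computed by the authors from the reads per coding sequence, its length and the library total, and averaged over the 3 libraries of a cohort. The deposited log2 values are, as made by the authors, means over the 3 libraries of log2(reads + 1) per coding sequence; the methods call them normalized, but the values carry no correction for library size. The authors' own differential expression came from DESeq2 as implemented in Geneious, whose version the paper's text does not give, and its p-values were not used here. Libraries of the cohorts of 13 months and older were size-selected by the authors.

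The libraries of a cohort were made from 1 RNA pool and are technical replicates, and the values used are cohort means, so each cohort counts as 1 sample. The aged cohorts are separate batches of oocysts, and with the 0-month cohort they were taken as 8 independent samples for trends over storage time. The paper's text does not state whether each batch is a separate propagation, and the p-values of the trends rest on the batches being independent. Depth was the mapped reads per library of the paper's Table 1, with cohort medians between 1336908 (8 months) and 1826678 (13 months). At that depth the median gene compared between 0 and 30 months had 51.5 reads, and the technical spread, from the single libraries of Table S2 for 357 genes, gives a difference of cohort means an SD of 0.37 (log2) between 10 and 100 reads and 0.15 above. Below 10 reads in 1 of the cohorts no SD was measured, and such differences are rough figures.

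Cohorts were compared by Pearson's r of the log2 values across 5683 genes, with 1000 bootstraps over genes. Pairs of cohorts were compared by the difference of the log2 values with its median over the genes kept set to 0, for genes with at least 10 reads on average, and a gene was called changed beyond 1.5; no p-value was computed, since each cohort is 1 sample. The median of each gene list was placed among 10000 random lists of the same size matched on reads in 20 bins. Trends over storage time were fitted with limma on log2(TPM + 1) for genes with a mean of at least 10 TPM over the sporulated cohorts, two-sided, with Benjamini-Hochberg adjustment at 0.05. Trends of gene lists were tested by exact permutation over all 40320 orders of the 8 cohorts, two-sided, with the adjustment over 26 lists. The 50 most variable genes were ranked by the variance of log2 TPM over the 9 cohorts among genes above 0.01 TPM in each. Lists were drawn from the annotation: ribosomal proteins, 40S and 60S ribosomal proteins, stress annotations, chaperones, antioxidant enzymes, glycolysis, citric acid cycle, oxidative phosphorylation, proteasome, ubiquitin system, histones, surface antigens, invasion organelle proteins, actin and motility proteins, tubulins and microtubules, oocyst wall and gametocyte proteins, DNA repair, translation factors, tRNA synthetases, splicing factors, RNA helicases, reserve carbohydrates, calcium-dependent kinases, vesicle transport, proteases and lipid metabolism. The keywords for ribosomal proteins and stress annotations are the paper's, and the others were fixed before the values of all genes were opened. The paper reports on some of these other classes, such as metabolic enzymes, invasion and motility, in the same samples. Those lists are not independent of its results. Keyword matching takes in some neighbours of a class, such as vacuolar ATP synthase under oxidative phosphorylation and nucleoside phosphorylases under reserve carbohydrates. Computation used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1.

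Genes were named by a rule: each gene the paper names in its results where it is analysed (59 of 64), the 15 largest rises and 15 largest falls between 0 and 30 months among genes with a mean of at least 100 TPM over both cohorts, the 10 genes of smallest limma p in each direction, the 4 most abundant members of each list and the most abundant gene of each cohort. Values in the paper's tables had been seen when the rule was written. Some list members and other genes outside the rule are named as examples, and these were chosen after their values were seen.

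Alternatives covered the scaling (mapped reads of Table 1, or ratios of TPM), the pseudocount, the minimum on reads or TPM, the fold and TPM thresholds, random lists matched on coding length or GC content, Spearman's rho, a term for size selection in the trend and leaving out each cohort in turn. The comparison rules, tests and these alternatives were set before the data were examined; 30 against 13 months, the trend within the 5 size-selected cohorts, leaving out single libraries, both tests of the share of reads in coding sequences, the ribosomal rise from 13 to 30 months, carried oocysts at 30 months and the tests of size selection for tRNA synthetases, reserve carbohydrates and lipid metabolism were added afterwards. The comparison rule and the trend were tested on simulated data: of genes changed by 2.5 (log2) 99% were called, with 0.317% of unchanged genes called under counting noise alone, and the trend recovered 73% of genes that changed by 4 (log2) over the storage time, with 6.41% of its calls false, and 0% of those that changed by 2. Trends of that smaller size were therefore not detected in this simulation of 8 cohorts, which does not mean that no single gene of low spread could pass. The simulated noise was independent between genes, while in the data groups of genes varied together across the cohorts. The share of false calls in the simulation may therefore not hold for the real trends. The qPCR and dPCR measurements, viability assays and genes outside the 5683 were not analysed here.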

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

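Both tests of the share of reads in coding sequences and the tests of size selection for tRNA synthetases, reserve carbohydrates and lipid metabolism were chosen after the result was seen.

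The share of mapped reads that fell in the coding sequences analysed declined with storage time over the 8 sporulated cohorts, a quantity the paper does not report. Pearson's r was -0.984 (exact permutation p = 7.44e-05) and Spearman's rho -1 (exact p = 4.96e-05, the smallest that 8 cohorts can give), and r was -0.976 without the cohorts of 0 and 30 months. Against size selection as the whole cause, 68.3% of the fall lay between cohorts of 1 library preparation, and against a shift to genes not analysed here, their share of TPM grew by 0.856 percentage points. For this share the reads were back-transformed from the mean log2 values and divided by the geometric mean of the mapped reads. Its fall means that more mapped reads lay outside these coding sequences, and where they lay was not examined. RNA degradation, which the authors describe for the old cohorts, and a biological change with age stay open as explanations, and neither was tested.

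Genes the paper does not discuss also changed. The tRNA synthetases, which load amino acids onto tRNA, had a median log2 difference of 2.33 between 30 and 0 months, at the 99.4th percentile of matched random lists, with 6 higher at 30 months, 1 lower and 2 within the threshold. Their trend over the 8 cohorts did not pass the adjustment over 26 lists (r = 0.799, exact permutation p = 0.0227, adjusted p = 0.0843). Changes between cohorts of 1 library preparation made up -25.1% of the change of the list's median TPM level from 0 to 30 months, and the step from 8 to 13 months, where size selection begins, was 1.76 (log2), so size selection may account for the whole rise, and a change with age stays open. By the paper RNA integrity dropped at the same step, so RNA degradation and size selection cannot be told apart here. Isoleucyl-tRNA synthetase (*EAH_00011870*) rose by 5.75, a rough figure from fewer than 10 reads at 0 months, and prolyl-tRNA synthetase (*EAH_00008830*) by 3.32, while threonyl-tRNA synthetase (*EAH_00054710*) fell by 2.09.

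The list medians of transcripts for reserve carbohydrates and for lipid metabolism declined with storage time over the 8 cohorts. Gene by gene 3 of 12 and 4 of 16 had a falling trend and none a rising one (adjusted over the list alone 5 and 5 falling, with 1 rising in lipid metabolism). Summed TPM went from 5019 at 0 months to 1212 at 30 for reserve carbohydrates, a list that takes in nucleoside phosphorylases. For lipid metabolism it went from 5622 to 5897, so its decline is one of the median gene and not of the total. For reserve carbohydrates r was -0.954 (exact permutation p = 0.000198, adjusted p = 0.00258) and rho -0.952 (adjusted p = 0.0148), with r = -0.928 without the cohorts of 0 and 30 months. For lipid metabolism r was -0.929 (exact permutation p = 7.44e-05, adjusted p = 0.00193) and rho -0.976 (adjusted p = 0.0103), with r = -0.943 without them. Both passed the adjustment without any 1 of the 8 cohorts. Changes between cohorts of 1 library preparation made up 105% of the change from 0 to 30 months for reserve carbohydrates and 78.0% for lipid metabolism, which argues against size selection as the whole cause. For lipid metabolism the change was -1.08 (log2) between 0 and 8 months and -0.32 between 13 and 30. RNA degradation and a change of the oocysts with age stay open, and neither was tested.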

How the results depend on the processing

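The comparison of 30 with 13 months, the trend within the size-selected cohorts and leaving out single libraries were chosen after the result was seen. No paired analysis was possible because each cohort is 1 RNA pool with technical libraries, so no library has a partner in another cohort; the unsporulated and the 0-month cohort, where 1 propagation may have given both, would form a single pair. Leaving out replicates could be run only for genes whose single libraries Table S2 holds: over the 229 of them with enough reads, added after the data were seen, 49 were higher at 30 and 63 higher at 0 months with all libraries, and leaving out each library of these 2 cohorts in turn gave between 49 and 56 and between 59 and 62, with between 106 and 109 of the 112 calls kept and none reversed. Under a TPM ratio with a pseudocount of 1 all 23 lists other than the ribosomal and stress ones kept their side, and of 120 named genes past the threshold 118 stayed past it, against 103 under scaling by mapped reads; none reversed. Correlations over genes with at least 10 reads were 0.422 (unsporulated and 4 months), 0.00642 (unsporulated and 8), 0.825 (0 and 4), 0.664 (0 and 8), 0.570 (0 and 30), 0.507 (8 and 30) and 0.910 (25 and 29 months); Spearman's rho was 0.517 (unsporulated and 8), 0.909 (0 and 4), 0.818 (0 and 8) and 0.932 (25 and 29), and log2(TPM + 1) gave r = 0.912 (0 and 4) and 0.935 (25 and 29). Thresholds of 2000 and 200 TPM left 69.1 and 536 genes per cohort on average; 500 and 2000 TPM gave 44 and 16 genes in all cohorts and 88 and 27 in the sporulated ones. The median over the genes above 1000 TPM in all cohorts was 4174 TPM at 0 and 9427 TPM at 30 months, and over those of the sporulated cohorts 4167 TPM at 0, 4958 TPM at 25 and 5076 TPM at 30 months. Scaling by mapped reads gave 358 genes higher at 30 and 1192 higher at 0 months, 4 abundant genes of 0 months and 29 of 30 months higher at 30 months, and against 0 months 227 higher and 778 lower at 13 months, 298 and 994 at 18, 282 and 1080 at 25, and 315 and 1118 at 29 months; here the shift of the median gene accounts for the change by construction. At least 50 reads gave 324 and 391 genes, with fewer genes tested, and no minimum 1173 higher at 0 months. Trends numbered 127 rising and 116 falling without a minimum on TPM, 73 and 81 at a mean of at least 100 TPM, 35 and 35 by the exact test of Spearman's rho, and with limma 0 and 0 with a term for size selection (93 rising and 126 falling at an unadjusted p under 0.05) and 0 and 0 within the 5 size-selected cohorts (317 and 322 unadjusted). The term for size selection itself passed for 0 genes up and 0 down. Leaving out each cohort in turn gave between 20 and 247 rising and between 22 and 221 falling genes; it was 62 and 98 without 0 months, 109 and 99 without 13, 115 and 130 without 18, 99 and 87 without 25, 20 and 22 without 29, and 56 and 27 without 30 months. Of 26 lists 4 had a trend, and on leaving out each cohort in turn 9 without 4 months and 2 without 0, 8, 25, 29 or 30 months, with r between 0.762 and 0.919 for ribosomal proteins (passing only without 4 months), between 0.780 and 0.906 for the ubiquitin system and between -0.863 and -0.756 for actin and motility proteins, the last 2 passing without 2 of the 8 cohorts each. Ranked over the sporulated cohorts, 35 of the 50 most variable genes had a higher TPM at 30 months and 3 were shared with the ranking over all cohorts; log2(TPM + 1) shared 26. Apart from the shift by construction and fewer genes tested, the cause was not tested. Of the read classes measured, depth limits the genes between 10 and 100 reads most, where the technical spread is wider. Below 10 reads no spread was measured.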

Differences from the paper's values

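The direction in which the paper's Table 2 is read was chosen after the result was seen, and no other test in this part was. The paper's counts cover more genes than the 5683 here and rest on an adjusted p as well as the fold threshold, and those here rest on the fold threshold alone. The paper's Table 2 gives numbers of upregulated and downregulated genes, which its footnote takes as higher and lower in the aged cohorts; they are set here beside the counts higher and lower at 0 months, since the ratio of the paper's counts to those here then lay between 1.22 and 1.94, against between 0.903 and 2.17 the other way round, and since the caption of the paper's Figure 6 gives this direction for 30 months. The margin is a factor of 1.5 for counts, the technical SD of a difference for log2 values (0.15, or 0.37 between 10 and 100 reads, and undefined for a gene with fewer than 10 reads in 1 of the cohorts) and the bootstrap SD for correlations.

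For unsporulated oocysts the paper gives 1757 upregulated genes and 1120 were found here (828 if upregulated is read as higher in unsporulated oocysts), and neither scaling by mapped reads (955) nor the TPM ratio (974) comes within the margin; read the other way mapped reads (1199) does and the TPM ratio (1038) does not. At 4 months the paper gives 602 and 537 and here there were 378 and 277, with 376 and 280 under mapped reads and 306 and 292 under the TPM ratio, none within the margin; read the other way the paper's 537 comes within it beside 378 and 376 but not beside 306, and the paper's 602 beside none. At 8 months the paper gives 1146 upregulated and here there were 758 (640 read the other way); mapped reads (925) comes within the margin and the TPM ratio (700) does not, and read the other way neither mapped reads (467) nor the TPM ratio (639) does. For 25 and 29 months the paper gives r = 0.944 and here it was 0.946, outside the bootstrap SD, as were genes with at least 10 reads (0.910), Spearman's rho (0.932) and log2(TPM + 1) (0.935). The paper counts 2 genes that were above 1000 TPM at 0 months and changed among the 50 most variable, which its figure caption places in aged sporulated oocysts; ranking the 8 sporulated cohorts here gave 2 as well. The ranking over 9 cohorts, an unlike group, gave 10, with 11 under mapped reads, 11 under the TPM ratio, 13 with log2(TPM + 1) and 10 among genes of at least 10 TPM.

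Log2 differences of 30 minus 0 months were larger than the paper's by a near-constant amount, and for each gene in this paragraph except *EAH_00040980* and *EAH_00067370*, which have less than 1 read in 1 of the cohorts and lie outside what the margin covers, the TPM ratio with a pseudocount of 1 comes within the margin and mapped reads does not. They are *EAH_00032920* (the paper's -4.24, here -4.02, mapped reads -5.01), *EAH_00004110* (the paper's 2.3, here 2.48, mapped reads 1.49) and *EAH_00020350* (the paper's 3.6, here 3.80, mapped reads 2.81); for *EAH_00004110* and *EAH_00020350* the TPM ratio without a pseudocount and the difference from beta tubulin come within it too. From the paper's supplement they are *EAH_00011300* (the paper's -1.96, here -1.74, mapped reads -2.73), *EAH_00059200* (the paper's -2.65, here -2.43, mapped reads -3.43), *EAH_00020540* (the paper's 2.80, here 3.02, mapped reads 2.03), *EAH_00027050* (the paper's 2.63, here 2.85, mapped reads 1.86), *EAH_00048600* (the paper's 2.80, here 3.02, mapped reads 2.03), *EAH_00053550* (the paper's 2.68, here 2.89, mapped reads 1.90), *EAH_00006500* (the paper's 3.93, here 4.15, mapped reads 3.16), *EAH_00024860* (the paper's 2.97, here 3.24, mapped reads 2.25) and *EAH_00049190* (the paper's -6.08, here -5.86, mapped reads -6.85), the last also within the margin without a pseudocount and relative to beta tubulin. The median of the value here minus the paper's was 0.22 over 79 genes read from Table S10, 0.22 over 62 of Table S12 and 0.23 over 360 of Table S9, of which all had the same sign in both. For *EAH_00040980* the paper gives 8.53 and here it was 8.76 (mapped reads 7.77, TPM ratio with a pseudocount of 1 8.62), rough figures all. For *EAH_00067370* the paper gives more than 6 for 0 minus 30 months and here it was 5.47, with 5.85 for the TPM ratio with a pseudocount of 1, 6.46 for mapped reads and 6.49 for the TPM ratio without a pseudocount; at less than 1 read these lie on both sides of that bound without settling it.

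The paper gives 1 range of overall mean levels for *EAH_00064490* and the SAG genes *EAH_00059200* and *EAH_00059950*, and here only the last lies in it, with 25789, 17050.3 and 11943.5 TPM over the sporulated cohorts; elsewhere the paper lists *EAH_00064490* among genes of a higher overall mean, which the value here meets. It describes *EAH_00049190* as highly expressed in all cohorts, and here it was at 75.0 TPM in unsporulated oocysts, 415 TPM at 29 months and 238 TPM at 30 months, against 14716 TPM at 0 months. It describes most of the 50 most variable genes of aged sporulated oocysts as increasing; in the ranking over the sporulated cohorts here 35 of 50 had a higher TPM at 30 than at 0 months, as the paper has it, and 21 of 50 did in the ranking that includes unsporulated oocysts.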

Other observations

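Relative to the median gene, transcripts for reserve carbohydrates, lipid metabolism and calcium-dependent kinases fell more often than they rose between 0 and 30 months, while those of respiration went both ways. Of 12 genes under reserve carbohydrates 6 fell and 3 rose (median -1.74, 1.37th percentile of matched lists), with glycogenin (*EAH_00016880*), which primes the polysaccharide, down (log2 -4.05), a branching enzyme (*EAH_00004220*) down (-2.99) and mannitol-1-phosphate dehydrogenase (*EAH_00033080*) down (-2.45), and a glucan water dikinase (*EAH_00002060*) up (2.99). Of 16 genes of lipid metabolism 8 fell and 3 rose (median -1.29, 3.99th percentile), a long chain acyl-CoA synthetase (*EAH_00054500*), which activates fatty acids, by -4.53. The citric acid cycle had 4 falls and 1 rise of 9 (median -0.57, 26.2nd percentile), fumarase (*EAH_00023440*) by -3.37, while oxidative phosphorylation had 6 rises and 4 falls of 20 (median 0.64, 86.6th percentile), the ATP synthase beta chain (*EAH_00052270*) by 3.68. Calcium-dependent kinases, which trigger motility and egress in apicomplexans, fell in 8 of 16 and rose in 1 (median -1.34, 3.88th percentile), CDPK1 (*EAH_00064690*) by -2.77.

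The proteasome had 7 rises and 2 falls of 23 (median 0.70, 90.4th percentile), an alpha 1 subunit (*EAH_00029230*) by 5.93, and proteases 8 rises and 13 falls of 41 (median -0.07, 44.0th percentile), a cathepsin L-like protease (*EAH_00043590*) by -3.67. The 40S and 60S ribosomal proteins, which nearly coincide with the list on the paper's keywords, had 49 rises and 2 falls of 63. Under scaling by mapped reads the positive medians in these paragraphs turn negative, except those of the 40S and 60S ribosomal proteins and of the oocyst wall list. Translation factors had 2 rises and 3 falls of 18 (median 0.33, 71.1st percentile), splicing factors 3 and 3 of 27 (0.21, 63.9th), RNA helicases 3 and 3 of 20 (0.56, 84.3rd), DNA repair 3 and 2 of 13 (0.63, 78.9th) with rad54 (*EAH_00008780*) at 4.32, vesicle transport 6 and 5 of 32 (0.39, 80.2nd) and tubulins and microtubules 6 and 3 of 15 (0.17, 63.5th). Of 3 oocyst wall and gametocyte proteins 2 rose (median 2.06, 94.9th percentile), gametocyte antigens *EAH_00036520* (2.06) and *EAH_00036530* (2.20), which were 1.07 and 1.21 higher under scaling by mapped reads. Among lists with a trend over the 8 cohorts, the median of the ubiquitin system rose (r = 0.849, exact permutation adjusted p = 0.0447, rho = 0.905, r = 0.687 without 0 and 30 months), although 1 of its 30 genes tested had a rising trend and 4 a falling one, and that of actin and motility proteins fell (r = -0.817, exact permutation adjusted p = 0.0447, r = -0.693 without them), which Spearman's rho does not pass (rho = -0.833, adjusted p = 0.0666), with 3 of 24 genes falling and 0 when adjusted over the list alone. On leaving out each cohort in turn, either list passed in only 2 of 8 runs.

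The tests of the ribosomal rise from 13 to 30 months and of the genes above 1000 TPM in all cohorts at 30 months were chosen after the result was seen. Ribosomal protein transcripts were higher at 30 than at 0 months, and the median of the list lay at the 100th percentile of lists matched on coding length and at the 100th percentile of lists matched on GC content, which argues against either as the cause. Changes between cohorts of 1 library preparation made up 44.1% of the change from 0 to 30 months, so size selection may account for the rest. RNA integrity dropped at the same step, from 8 to 13 months, and cannot be told apart from size selection there. The rise of 1.46 from 13 to 30 months lies within size-selected libraries, which argues against size selection for that part. Its interval over members (1.01 to 2.09) covers the choice of genes and not the spread between oocyst pools. Without size selection the list's median moved from -0.40 at 0 months to 0.87 at 4 and -0.65 at 8. Degradation of RNA, a change of the oocysts with age and differences between pools stay open for that rise.

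The genes above 1000 TPM in all cohorts varied together, and unsporulated oocysts carried in the sporulated cohorts are a candidate explanation, since 20 of the 29 were highest in unsporulated oocysts. Carried oocysts would bring all abundant transcripts of that stage alike if they kept the profile of fresh ones through storage, which was not measured. The reference was the median ratio to that stage of the genes above 1000 TPM in all cohorts. At 30 months 37.2% of the genes above 1000 TPM in unsporulated oocysts had a ratio under 0.5 times that median, past the bound of 25% for arguing against it. The reference genes were picked for a high level in each cohort, 30 months included, so the test cannot decide there. At 4 months the share was 21.3%, under the 25% set beforehand as arguing against it. No number had been set beforehand for nearly all of them keeping the ratio. The explanation and a common regulation of these genes cannot be told apart at 4 or at 30 months.

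With the months in the real order 383 genes had a trend. Of 100 orders of the months 1, the real one, gave as many (highest other 286, in an order that nearly reverses age). None of the other orders run thus reached the count. The 100 orders are only a part of those possible, so chance is not excluded as its source, and neither is size selection. Changes of neighbouring genes between 0 and 30 months were correlated (r = 0.131 over 1014 pairs that share no 25-base word, against between -0.061 and 0.061 in shuffled orders), so reads shared between near-identical neighbours do not account for it.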
